# A mouse model of cardiac immunoglobulin light chain amyloidosis reveals insights into tissue accumulation and toxicity of amyloid fibrils

**DOI:** 10.1038/s41467-025-58307-2

**Published:** 2025-03-27

**Authors:** Gemma Martinez-Rivas, Maria Victoria Ayala, Sebastien Bender, Gilles Roussine Codo, Weronika Karolina Swiderska, Alessio Lampis, Laura Pedroza, Melisa Merdanovic, Pierre Sicard, Emilie Pinault, Laurence Richard, Francesca Lavatelli, Sofia Giorgetti, Diana Canetti, Alexa Rinsant, Sihem Kaaki, Cécile Ory, Christelle Oblet, Justine Pollet, Eyad Naser, Alexander Carpinteiro, Muriel Roussel, Vincent Javaugue, Arnaud Jaccard, Amélie Bonaud, Laurent Delpy, Michael Ehrmann, Frank Bridoux, Christophe Sirac

**Keywords:** Haematological diseases, Mouse, Protein aggregation

## Abstract

Immunoglobulin light chain (LC) amyloidosis (AL) is one of the most common types of systemic amyloidosis but there is no reliable in vivo model for better understanding this disease. Here, we develop a transgenic mouse model producing a human AL LC. We show that the soluble full length LC is not toxic but a single injection of pre-formed amyloid fibrils or an unstable fragment of the LC leads to systemic amyloid deposits associated with early cardiac dysfunction. AL fibrils in mice are highly similar to that of human, arguing for a conserved mechanism of amyloid fibrils formation. Overall, this transgenic mice closely reproduces human cardiac AL amyloidosis and shows that a partial degradation of the LC is likely to initiate the formation of amyloid fibrils in vivo, which in turn leads to cardiac dysfunction. This is a valuable model for research on AL amyloidosis and preclinical evaluation of new therapies.

## Abstract (web summary)

The pathophysiology of Amyloid light-chain (AL) amyloidosis remains poorly understood due to the lack of reliable in vivo models. Here, the authors describe a transgenic mouse model that reproduces cardiac AL amyloidosis and provides new information on the formation of AL amyloid fibrils.

## Introduction

Systemic light chain (AL) amyloidosis is a rare but severe acquired protein misfolding disease characterized by deposition of amyloid fibrils composed of a monoclonal immunoglobulin light chain (LC) produced in excess by a B or plasma cell clone^1^. The LCs involved in amyloidosis have a propensity to aggregate into the characteristic β-sheet structure of amyloid fibrils, and accumulate in the extracellular compartments of tissues, leading to organ dysfunction. Renal and cardiac manifestations are the most frequent, the latter being associated with poor outcomes^2^. The molecular mechanisms that lead to the aggregation of LCs have been extensively studied, primarily in vitro due to the lack of other models reproducing the early stages of the disease. The variable domain (VL) of LCs has long been suspected to be the causative part of AL amyloid fibril formation since only a few VL germline genes account for most of the cases^3,4^ and destabilizing mutations acquired during affinity maturation in the V domain have been shown critical for amyloidogenicity in vitro^5,6^. Consequently, our knowledge on LC aggregation process has been mostly obtained from isolated amyloidogenic VL since full-length LCs seem to be resistant to aggregation under physiological conditions^6–8^. Accordingly, cryo-electron microscopy (Cryo-EM) structures of ex vivo AL amyloid fibrils confirmed that the cross β-structured interactions within the core of the fibrils are primarily established by the VL domains, occasionally augmented by a few amino acids from the N-terminal part of the CL^9–11^. The remaining portion of the LC, comprising most of the constant domain (CL), seems to be disorganized outside the fibrillar structure and partially or totally cleaved^12^. This prompts the question of whether proteolysis in the CL is required to initiate amyloidosis formation or just a subsequent degradation of non-fibrillar parts of the LCs. The multiple cleavage pattern in sites not accessible in the native dimers suggests a fragmentation subsequent to aggregation^12^. However, the high amyloidogenicity of some fragmented species, as opposed to the stability of full-length LCs, suggests that proteolysis of the LCs could also be required to initiate amyloidosis formation^8^.

In addition to the mechanical stresses caused by the accumulation of amyloid fibrils in tissues, the soluble form of LCs may also contribute to cardiac toxicity. Patients responding to treatments that aim at reducing circulating LCs show a significant decrease in NT-proBNP concentrations, correlated with improved cardiac function, in spite of the absence of a significant decrease in the amyloid burden^13^. Studies conducted in vitro using cardiomyocyte and cardiac fibroblast cultures, as well as in *C. elegans* and Zebrafish models, support this theory^14–18^. Exposure of these models to soluble amyloidogenic LCs leads to cellular stress through internalization of the LC increased production of reactive oxygen species (ROS) and the activation of a non-canonical MAPK pathway. As a result, lysosomal dysfunction, autophagy impairment, and mitochondrial damage were observed, followed by cell death. Although these studies provide valuable insight into LC toxicity on cardiac cells, they neither reproduce the cellular complexity, the microenvironment, and the shear stress observed in human tissue, nor the deposition and accumulation of amyloid material composed of the LCs. Translating these findings to human physiology remains challenging.

Several approaches to creating rodent models of AL amyloidosis have been attempted over the years^19^: Firstly, by the massive injection of Bence-Jones proteins, purified fibrils from patients or the so-called “amyloidoma” composed of a crude grinded human tissue containing amyloid material^20,21^. Although localized amyloid material can be observed in these models, their application is limited to therapeutic studies since they poorly reproduce the human pathophysiology and organ involvement. Lately, transgenic approaches to produce amyloidogenic LCs endogenously in rodents with mostly disappointing results^22,23^. One of them succeeded at reproducing amyloid deposition, even though deposits were localized in the stomach of aged mice, suggesting a destabilization of LCs in the local acidic environment which promoted aggregation rather than a physiological amyloid formation in classically involved organs^24^. This apparent resistance to amyloidosis in mice was also observed for other types of systemic and localized amyloidosis and was attributed to better proteostasis and a rapid turnover of proteins^25–27^. One of the main limits of these models is the levels of circulating free LCs (fLC) which are much lower than those observed in patients, likely failing to reach the threshold needed to initiate fibril formation^28^. To overcome this limit, we have developed a unique transgenic approach that allows to achieve high levels of circulating pathological LCs into the mice^29^. This strategy has been successful for modeling non-amyloid monoclonal LC-related deposition diseases affecting the kidneys, including light chain deposition disease and light chain renal Fanconi syndrome^30,31^.

In the present study, we applied this transgenic approach to create a mouse model producing an AL amyloidosis LC to overcome the lack of in vivo models for studying this devastating disease and provide a reliable tool for preclinical investigations of new therapies or diagnostics. Mice present with a high level of free amyloidogenic LCs but only exceptionally develop spontaneous systemic AL amyloidosis. However, upon induction not only with preformed fibrils but also with soluble amyloidogenic VL, they develop robust amyloid deposits in the heart, spleen, vessels, and to a lesser extent in the kidney and other organs. This study characterizes this new AL mouse model and offers new insights into the pathophysiological mechanisms of AL amyloidosis in vivo.

## Results

### High levels of circulating amyloidogenic lambda-free light chains in mice are not enough per se to induce AL amyloidosis or symptomatic toxicity

To generate the mouse model of AL amyloidosis, we used the cDNA coding a monoclonal *λ*-LC derived from a patient with renal and cardiac AL amyloidosis (λS-PT) (Fig. S1A). *λ*-fLC level at diagnosis was 128 mg/L with a dfLC at 110 mg/L. The monoclonal LC (*λ*S-LC) sequence is derived from an *IGLV6-57* variable germline gene, the most frequent in AL amyloidosis^32^, rearranged to an *IGLJ3* junction segment and an *IGLC3* constant domain. Mutation analysis revealed 14 mutations compared to the VJ germline sequences (Fig. S1B) with three of them resulting in an aggregation-prone region exposed to the solvent (Fig. S1C).

High production of the pathogenic human free *λ*S-LC in the mouse was achieved using our original transgenic strategy, associating targeted insertion at the *Ig kappa* locus of the human *λS-LC* gene and backcrossing with the DH-LMP2A strain (thereafter called DH)^33^ that allows a normal B cell development with an increased plasma cell number in the absence of Ig heavy chains (Fig. 1A)^34^. DH mice produce ~100 µg/mL of polyclonal mouse free κ-LCs^31^ and were used as controls throughout the study except when otherwise stated. As expected, the resulting double homozygous *λ*S-DH mice presented with a high proportion of spleen PCs (8.9% ± 3.9, *n* = 3) mostly producing the human transgenic *λ*S-LC (76.3% ± 2.7), mimicking features of monoclonal gammopathies (Fig. 1B).

**Fig. 1:**
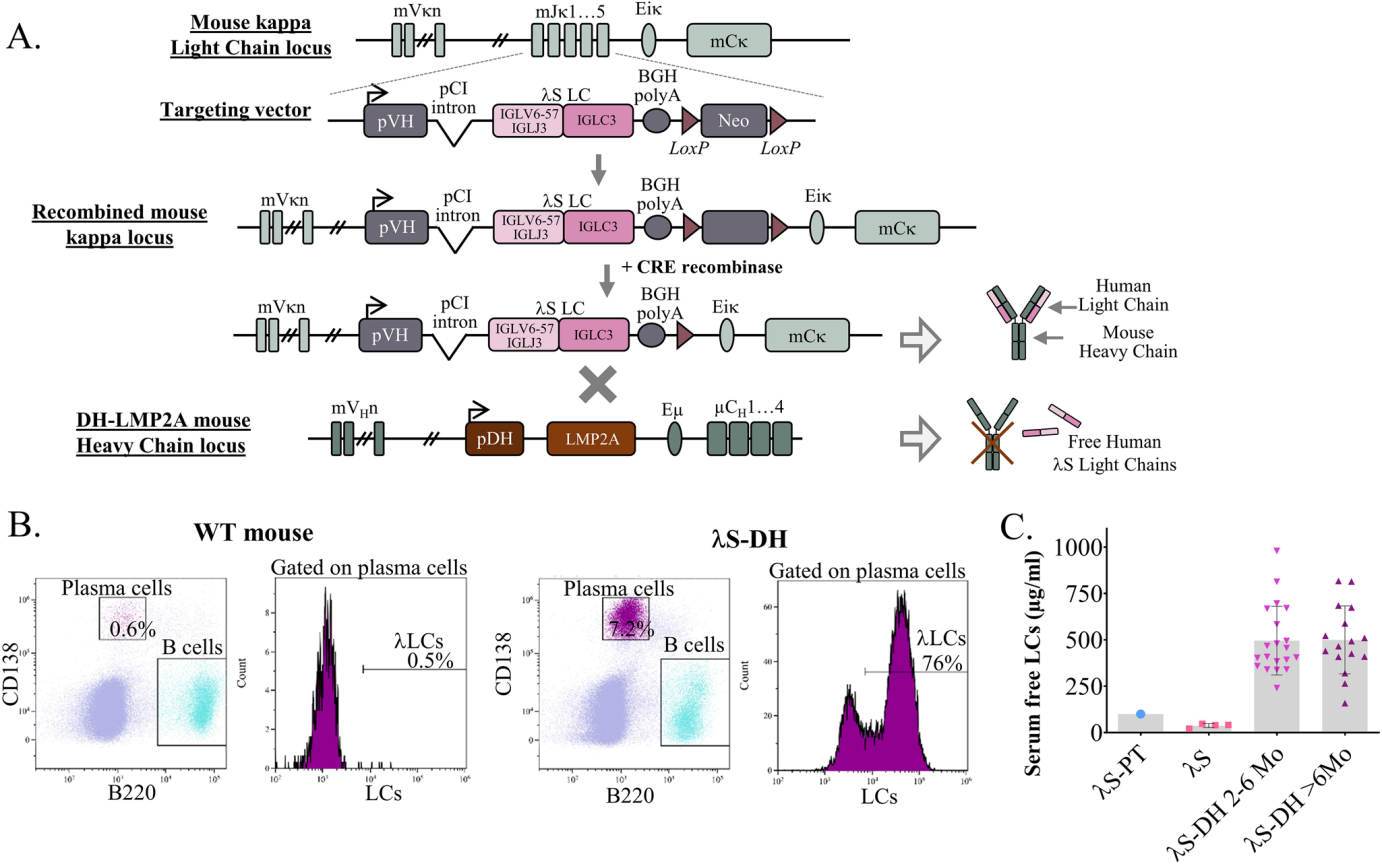
Generation of the transgenic mouse model *λ*S-DH. **A** Transgenic strategy used to achieve a high production of human free light chains in the mice consists in the insertion of the *λ*S-LC from the λS-PT in the mouse κLC locus. These mice were backcrossed with the DH-LMP2A mice to avoid the association between human LCs and mouse-heavy chains. **B** Flow cytometry on spleen cells of WT and *λ*S-DH mice. CD138 and B220 staining allows to identify plasma cells and B cells respectively. Intracellular staining of with anti h*λ*-LC allows to show the plasma cells producing the transgenic *λ*S-LC. Graphs are representative examples from the analyzed mice (*n* = 3 WT and *n* = 3 *λ*S-DH). **C** Serum dosage of the circulating free light chains in the patient (*λ*S-PT) at diagnosis and the transgenic mice without (*λ*S, *n* = 4) and with (*λ*S-DH) the DH-LMP2A allele of 2–6 months old (*n* = 20) and >6 months old (*n* = 16) mice. Representation of single values with mean (gray bar) ± SD.

FLC serum level in *λ*S-DH double homozygous mice reached 496 ± 41 µg/ml (mean ± SEM, n = 20) in 2–6 month-old mice and remained stable in older mice (499 ± 46 µg/ml, 6–18 month-old, *n* = 16), which is 4 fold more than in the patient *λ*S-PT at diagnosis (Fig. 1C). Serum fLC level in the *λ*S mice (without DH backcrossing) was only 37.2 µg/ml ±5.6 (mean ± SEM, *n* = 4), likely due to the association of the human LC to mouse HC, forming full Igs^30^. Western blot using a mouse anti-human IGLV6 antibody confirmed the presence of the human *λ*S-LC in the sera of *λ*S-DH mice (Fig. S1D).

Human LCs were readily detectable by immunofluorescence in the spleen, especially in extrafollicular plasma cells and in proximal tubular cells of the kidney, corresponding to the physiological tubular reabsorption of the LC (Fig. S1E). However, we did not observe any amyloid deposits in 3–12-month-old mice (*n* = 21). *λ*S-DH mice had a normal lifespan compared to control DH mice with no signs of morbidity. Serum creatinine and albuminuria levels at 8 months old were 4.40 μM/L ± 1.51 (mean ± SEM, *n* = 5), and 43.93 µg/ml ± 9.54 (*n* = 6), respectively, which is comparable to previously published data in DH and WT mice^31^. Altogether, these results show that the transgenic amyloidogenic LC does not seem to display apparent direct toxicity or have a global negative effect on the survival of mice.

### Variable domain of the *λ*S-LC is amyloidogenic in vitro

In order to understand why *λ*S-DH mice do not develop AL amyloidosis, we sought to characterize the amyloidogenicity of the *λ*S-LC and its VL domain in vitro. We produced both recombinant forms, namely the Full-Length LC (r*λ*S-LC) and its variable domain alone (r*λ*S-VL). Corresponding amino acid sequences and alignment are depicted in Fig. S2A. As expected, r*λ*S-LC mainly constituted dimers that were stabilized by the disulfide bond between constant regions and r*λ*S-VL remained under its monomeric form (Fig. S2B, C). The melting temperature (T_m_) of the r*λ*S-VL protein was 38.7 °C (Fig. 2A), which is similar to Wil, another amyloidogenic *IGLV6-57*–derived VL widely used for in vitro aggregation studies^35^. Conversely, the r*λ*S-LC protein had two T_m_ at 48.5 and 59.4 °C (Fig. 2A), likely corresponding to the minor monomeric form and the dimeric form respectively. Accordingly, r*λ*S-VL started fibrillogenesis in vitro at 2 days under aggregating conditions as observed with the increase of ThT fluorescence, while the r*λ*S-LC remained at baseline throughout the experiment (214 h) (Fig. 2B). Seeding with sonicated preformed fibrils (seeds) highly increased the kinetic of fibrillogenesis of r*λ*S-VL, reaching the plateau phase after a few hours, but not r*λ*S-LC, which remained at baseline (Fig. 2B). Electron microscopy confirmed the presence of fibrils formed by r*λ*S-VL but not the full-length r*λ*S-LC (Fig. 2C).

**Fig. 2:**
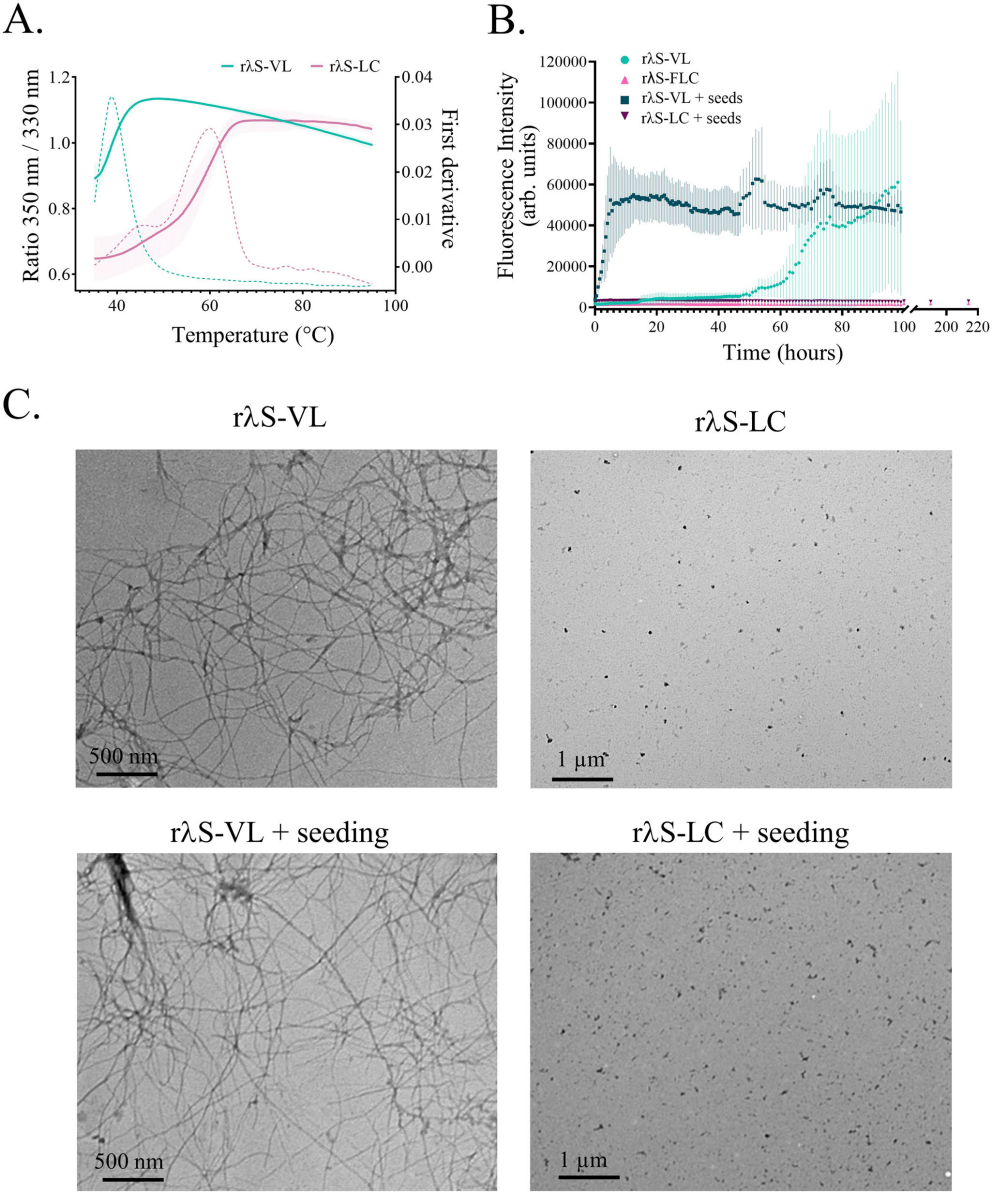
In vitro characteristics of *λ*S-LC species. **A** Stability of the recombinant *λ*S proteins, r*λ*S-LC (pink) and rλS-VL (green) was measured by the ratio of the fluorescence at 350 and 330 nm (solid line) upon thermal denaturation. The melting temperature (Tm) for each sample was given by the maximum peaks of the 350/330 nm ratio first derivative (dotted line). The curves correspond to the mean of 3 different measurements for the r*λ*S-LC and 4 for the r*λ*S-VL, and the error bars correspond to SD. **B** Kinetics of fibril formation in vitro with the different *λ*S protein species with (light green and pink) or without seeding (dark green and pink). The aggregation kinetics was followed by the measurement of the fluorescence of Thioflavin T. Represented in mean ± SD of 3 different experiments in duplicate. **C** Representative TEM analysis of the samples from (**B**) without (upper panel) or with (lower panel) seeding.

Altogether, these results confirm that the full-length *λ*S-LC seems to be resistant to fibril formation in vitro, which corroborates the in vivo findings in the λS-DH mice. However, the *λ*S variable domain is able to form fibrils in vitro.

### Seeding with recombinant *λ*S-VL fibrils induces fast AL amyloid deposition in vivo

Seeding with ex vivo material (Amyloid Enhancing Factor, or purified fibrils from a human or mouse) was necessary to induce or accelerate amyloidosis formation in other animal models of AA and ATTR^36,37^. Unfortunately, we did not have access to tissue from the patient (*λ*S-PT) but we hypothesized that the r*λ*S-VL fibrils made in vitro could serve as seeds for the elongation of amyloid fibrils with the endogenous *λ*S-LC in our transgenic mice (Fig. 3A). Accordingly, intravenous injection of in vitro r*λ*S-VL sonicated fibrils resulted in the formation of amyloid deposits in organs, starting as soon as 48 h after the injection. Congo Red (CR) birefringence and fluorescence showed that cardiac and surrounding vascular tissues were principally affected together with the spleen (Fig. 3B). In contrast to the patient *λ*S-PT, *λ*S-DH mice rarely developed glomerular kidney deposits, only visible in mice with high deposits in heart and spleen (Fig. 3B). Cardiac deposits were found mainly in the myocardial compartment of the ventricular and atrial walls, along the muscle fibers, resulting in diffuse thin filaments outlining the cells and in cardiac blood vessels (Fig. 3C). Not all seeded mice developed amyloidosis but the penetrance increase with time, ranging from 28% one week after injection to 100% after 6 months (Fig. 3D). A scoring system was established according to the CR staining in the heart (Fig. S3A). Using this score, we showed that there is a high heterogeneity of amyloid burden in the positive mice whatever the time after induction is (mean scores ~1.5 with range 1–3), except for long-term inductions which presented with a higher average score (>6 months; mean score 2.67, range = 1–3, *n* = 6) (Fig. 3E). We did not detect amyloid deposits in control mice injected with the same amount of in vitro fibrils, and either producing polyclonal murine LCs (DH, *n* = 7), a human monoclonal non-amyloidogenic κLC (κR-DH, *n* = 13) or full polyclonal Ig (WT, *n* = 9) (Figs. 3D and S3B). This result ruled out the possibility that amyloid deposits detected in organs were due to the injected fibrils themselves. Ultrastructural studies of the cardiac deposits showed the typical conformation of amyloid fibrils, as unbranched, long filaments intertwined in the extracellular compartment of the tissues (Fig. 3F). In high-score mice, we observed myocardial interstitial fibrosis, a typical observation in patients (Fig. 3G), but no obvious immune cell infiltration (Fig. S3C)^38^.

**Fig. 3:**
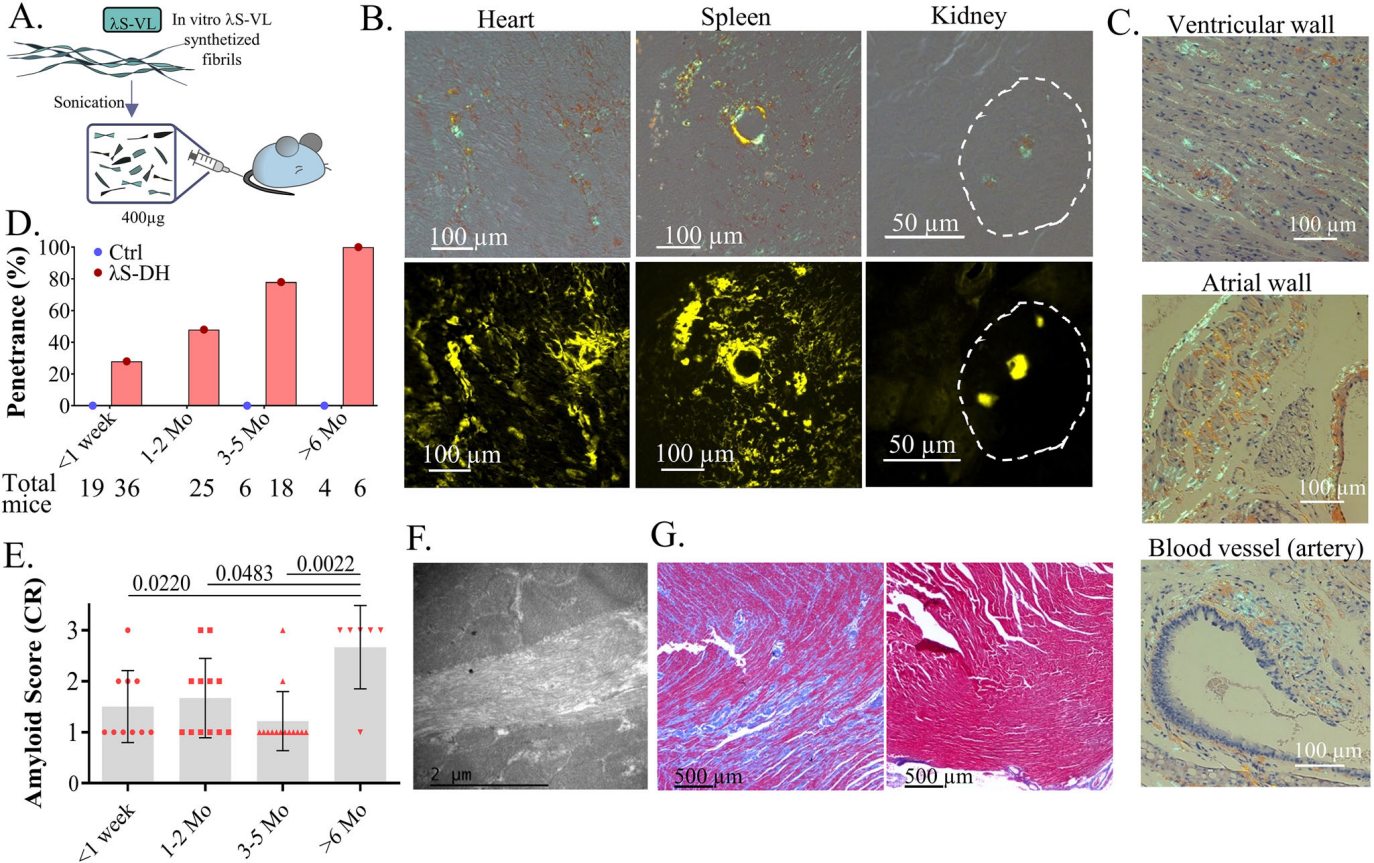
Amyloidosis induction in *λ*S-DH mice with VL fibrils. **A** Protocol of amyloidosis induction with r*λ*S-VL seeds. **B** Histological characterization of CR birefringence under polarized light (top) and fluorescence (bottom) on frozen tissues. A glomerulus is circled with dotted line. Representative example of a mouse analyzed at 6 months after induction. **C** Hematoxylin-Eosin and CR staining in a paraffin-embedded heart. Birefringence was visible in the myocardium of the ventricular wall, atrial wall, and around blood vessels throughout the tunica media and adventitia. Representative example of a mouse at 9 months after induction. **D** Organs from induced mice (*λ*S-DH, red, and controls, blue) were analyzed histologically with CR staining at different time points after the injection. AL-positive mice were determined by the presence of CR fluorescence in the heart, and the penetrance was calculated as the ratio of positive mice to the total number of mice analyzed at each timepoint (indicated below the graph) (**E**) The amyloidosis score was calculated for the positive mice from (**D**) (*n* = 10 at <1 week, *n* = 12 at 1–2 months (Mo), *n* = 14 at 3–5 months and *n* = 6 at >6 months) by the CR fluorescence in the cardiac tissue, corresponding to: score 1 (low), score 2 (mid) and score 3 (high). Score assessment is described in the methods and Fig. S3A. Representation of the single values with mean (gray bar) ± SD. Comparisons were performed by Mann–Whitney two-sided test. Exact *P* values are indicated. **F** Electron microscopy of the cardiac tissue showing the amyloid fibrils in the extracellular compartment of a score 3 mouse. **G** Representative image of fibrotic tissue revealed with a Masson’s Trichrome staining in the hearts of a score 3 mouse (left) and a control (right).

Immunofluorescence typing with a monoclonal anti-human *λ*-LC antibody recognizing specifically the constant region of the human *λ*-LCs (Fig. S3D) confirmed that amyloid deposits are made up of the transgenic *λ*S-LC and not only the injected VL fibrils and mostly colocalized with CR positive areas in heart (Fig. 4A), spleen and kidney (Fig. 4B). Interestingly, in hearts with low amyloid burden, we readily detected human *λ*-LCs staining that not only colocalized with CR clusters but also with CR negative intercellular spaces (Fig. S3E). Such staining was never detectable in non-induced mice or control-induced mice (Fig. S3F). This suggests that prefibrillar aggregates or non-mature amyloid fibrils, not yet detectable by CR staining, are likely present in the tissue. Systemic AL deposits were also found in different amounts in the tongue, liver, lung, and visceral fat (Fig. S3G). Staining for APOA-II or SAA, two types of amyloidosis that can develop spontaneously in mice, was negative (Fig. S3H). Immuno-electron microscopy confirmed the AL typing, showing a strong binding of the gold-labeled anti-human *λ*-LC to amyloid fibrils but not with anti-human κ-LC (Fig. 4C). Altogether, these results show that the transgenic full-length *λ*S-LC is an abundant constituent of amyloid fibrils in the *λ*S-DH mice and can therefore elongate amyloid seeds composed of the VL alone to form mature amyloid deposits.

**Fig. 4:**
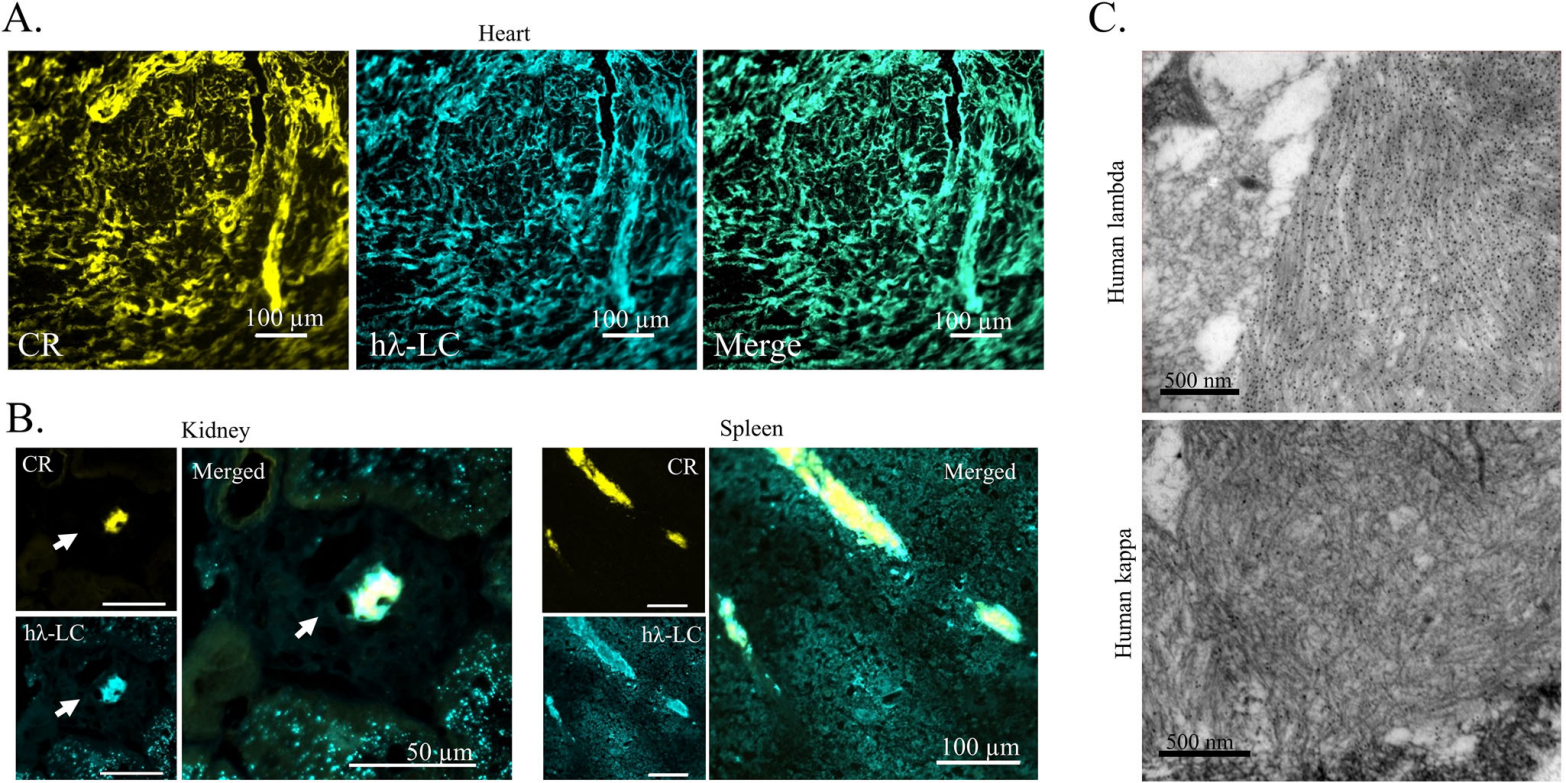
Typing of the amyloid deposits in *λ*S-DH mice. **A** Cardiac deposits were revealed by CR fluorescence and its colocalization with an anti-human *λ*LCs antibody coupled to FITC. This monoclonal antibody recognizes specifically an epitope of the constant domain of *λ*-LCs. Representative image of a score 3 mouse. All CR-analyzed mice were co-stained with this antibody. **B** Colocalization between CR staining and human *λ*-LCs was also confirmed in the kidney and the spleen of mice. Same mouse as in (**A**). **C** The typing of the amyloidosis was confirmed by immunoelectron microscopy (*n* = 2) with anti-human *λ*-LCs gold-labeled antibody (top) in the cardiac tissue of a score 3 mouse. Anti-human κ-LCs gold-labeled antibody was used as a control (bottom).

### Soluble amyloidogenic fragment of the *λ*S-LC is able to induce amyloid deposition in *λ*S-DH mice

We next sought to determine if the native soluble VL domain of the *λ*S-LC, shown to be amyloidogenic in vitro, would also be able to initiate new fibrils in vivo. We injected the r*λ*S-VL fragment previously used for in vitro fibril formation. To rule out the possibility that r*λ*S-VL samples already contained aggregates prior to injection, we conducted several experiments including ThT assays, gel electrophoresis, and HPLC that all argued for the absence of detectable aggregates (Fig. S2B). A single intravenous injection of 800 µg of soluble r*λ*S-VL to the mice (Fig. 5A) led to amyloid deposits starting at 2 months after the injection in few mice with increased penetrance at later time points (Fig. 5B). None of the control mice developed amyloidosis at 4 (*n* = 4) or 6 (*n* = 4) months post-injection (Fig. 5B). Similarly to fibrils injections, the penetrance did not reach 100% and there was a heterogeneity in amyloid scores even 6 months after the initial injection of VLs (Fig. 5C). However, the general pattern of deposits and the organ tropism was the same as with fibrils injection (Fig. 5D). Although these results indicate that the r*λ*S-VL fragments are likely initiating the first fibrillar aggregates, typing with the anti-*λ* constant region antibody confirmed that the soluble full-length transgenic LCs participated in their elongation and maturation (Fig. 5D). Altogether, these data demonstrate that few unstable fragments of the LCs can rapidly form stable aggregates in vivo that remain in the tissues and are sufficient to initiate elongation of AL amyloid fibrils.

**Fig. 5:**
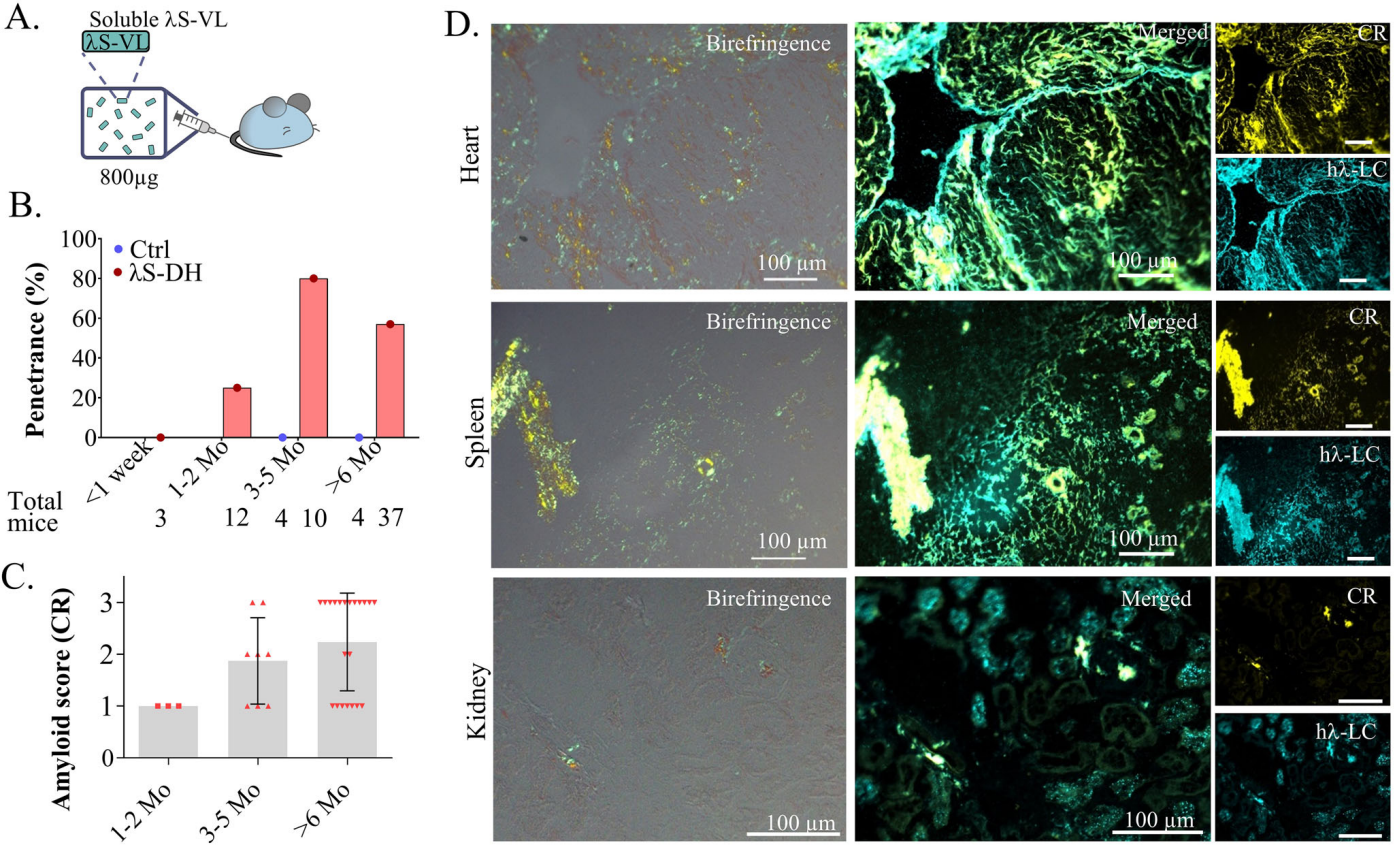
Amyloid deposits induction in *λ*S-DH mice with soluble *λ*S-VL. **A** Protocol of amyloidosis induction with soluble r*λ*S-VL. **B** Organs from induced mice (*λ*S-DH, red, and controls, blue) were analyzed histologically with a CR staining at different time points after the injection. AL-positive mice were determined by the presence of CR fluorescence in the heart, and the penetrance was calculated as the ratio of positive mice to the total number of mice analyzed at each time point (indicated below the graph). **C** The amyloidosis score (1, 2, and 3) was calculated for the positive mice in the cardiac tissue (*n* = 3 at 1–2 months (Mo), *n* = 8 at 3–5 months, and *n* = 21 at >6 months). Representation of the single values with mean (gray bar) ± SD. **D** Histological characterization of mice deposits with CR staining revealed birefringence (left) and fluorescence (right) of the CR and colocalization with the anti-h*λ*-LCs antibody in the heart, the spleen, and the kidneys. Representative images of a score 3 mouse.

### Long-term follow-up revealed exceptional spontaneous AL amyloidosis development with age

In humans, AL amyloidosis can take several years to develop^39^. We also showed that when seeded with amyloidogenic VLs, detectable amyloid deposits often occur after several months in the mice, corroborating findings in other mouse models of systemic amyloidosis^25,37^. Consequently, we conducted a long-term follow-up on 47 *λ*S-DH mice. Since we never detected any sign of morbidity and we did not find at this time any biomarker that could help to detect the onset of the disease, we randomly sacrificed mice at 12–16 months (*n* = 16), 18–24 months (*n* = 21) and >24 months (*n* = 10). Two out of 47 mice developed AL amyloidosis at the age of 14 and 18 months (Fig. S4). This indicates that spontaneous amyloidosis may rarely happen in these mice but is not related to age.

### Deep characterization of amyloid deposits shows striking similarities with those from AL patients

Purified fibrils from cardiac tissue of positive mice (Fig. S5A) contained mainly a ~11 kDa fragment recognized by the anti-IGLV6 antibody (Fig. 6A), slightly shorter than the full r*λ*S-VL. Mass spectrometry analysis of purified fibrils readily detected the *λ*S-LC, with peptides both from the VL and from the CL parts of the protein, together with common amyloid-associated proteins, such as ApoA4, ApoE and vitronectin^40,41^ but Serum Amyloid P component (SAP) was barely detected in only 1/3 extracts (Fig. 6B). Accordingly, we were not able to detect SAP in cardiac tissues of amyloid positive mice by immunofluorescence (Fig. S5B) which could be due to the low level of circulating mouse SAP in our mice (Fig. S5C, 1.92 µg/ml ± 0.65, mean ± SEM, *n* = 12) compared to human (~25 µg/mL)^42^. We also detected Collagen VI subunits that have been recently described to be structurally associated with amyloid fibrils in a patient^11^. Then, we used a procedure for gentle enrichment of insoluble content in the presence of a protease inhibitor cocktail to avoid tryptic activity of collagenase that can degrade parts of the LCs not involved in the core of the fibrils^43^. Three AL-positive mice and two amyloid-negative samples (one non-induced *λ*S-DH mouse and one DH) were analyzed. Immunoblotting showed no immunoreactive band in the extracts from amyloid-negative mice, while multiple ones were visible in the amyloid-positive animals (~from 25 to 12 kDa) and consistent with the presence of the full-length LC and fragments (Fig. S5D). 2D-PAGE and 2D western blotting on amyloid-positive samples showed a strikingly similar fragmentation pattern of the *λ*S-LC in all the mice tested, but also to the one previously observed in the heart of a patient with another IGLV6-57-derived AL amyloidosis (AL55) (Fig. 6C and S5E, F)^12^. LC-MS/MS analysis of the main blotted spots excised from the Commassie-stained gel showed that the 25 kDa spots contained tryptic peptides from the entire LC sequence, except the last eight C-terminal amino acids which were not detectable (Fig. 6D). The lower spots, instead, contained the entire VL and progressively shorter portions of the constant domain. Some spots with MW < 12 kDa, not detectable by WB, were shown to contain exclusively the VL or portions of it. Taken together, our results confirm that the VL is the major common component of the AL amyloid deposits but that endogenous full-length *λ*S-LC participates in the formation of the insoluble material extracted from the tissue. The similarities in the fragmentation pattern of the LCs between patients and our mouse model also suggest a conserved mechanism of amyloid fibril formation.

**Fig. 6:**
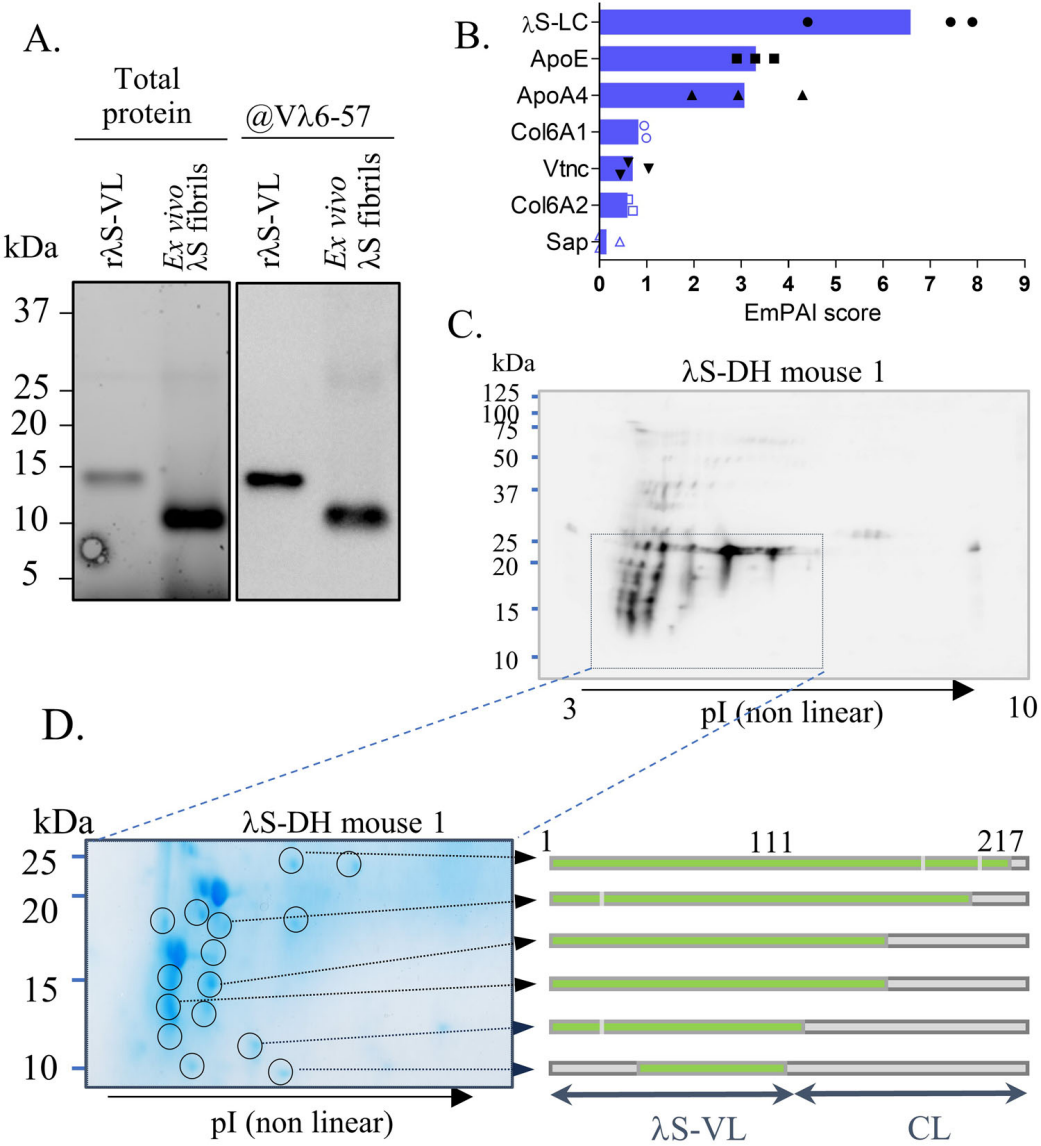
Molecular characteristics of the amyloid deposits in *λ*S-DH mice. **A** Analysis of the purified *λ*S-DH fibrils by SDS-Page and Western Blot. Total protein was revealed by the Stain-Free technology (Biorad). Blotting was performed with an anti-human V*λ*6-57 antibody. Images are representative examples from *n* = 3 independent experiments. **B** Mass spectrometry analysis of ex vivo purified fibrils obtained from 3 extractions (*n* = 5 hearts). The protein content of samples was given by the EmPAI scores (single values with mean). Only the amyloid signature proteins are shown. ApoE Apolipoprotein E, ApoA4 Apolipoprotein A4, Vtnc Vitronectin, Sap Serum amyloid P component, Col6A1 Collagen type VI alpha 1 chain, Col6A2 Collagen type VI alpha 2 chain (**C**) Analysis of deposited light chains in an amyloid-positive mouse by 2D-PAGE and 2D western blotting using anti-h*λ* LCs (*n* = 3). The boxed region matches the corresponding region of the image shown in (**D**). **D** Coomassie-stained gel from the boxed region in (**C**) (left). The spots whose position matches the immunoreactive spots in the western blot shown in (**C**) (circled) were excised, trypsin-digested, and analyzed by LC-MS/MS. The coverage of the monoclonal light chain sequence in each spot, from the tryptic peptides identified by LC-MS/MS, is represented in green on the right.

### AL fibrils deposition induces early cardiac dysfunction in mice

We next sought to determine if AL deposits in the heart of *λ*S-DH mice could lead to cardiac dysfunction. The more sensitive and specific biomarker of cardiac amyloidosis in humans is NT-proBNP. Unfortunately, at the time most experiments of the present study were done, we could not find a reliable NT-proBNP assay kit for mice. Those tested showed high assay variability in control groups and inconsistencies between kits, ranging from pg to ng on the same samples. Recently, we eventually found a new assay, which gave more reliable results and we retrospectively measured the concentration of NT-proBNP in the serum of mice with confirmed cardiac amyloidosis (AL, *n* = 13, mean score = 2. 77, range = 2–3) (Fig. S6A) and compared it to the levels in DH mice (DH, *n* = 14) and AL negative *λ*S-DH mice (LS, *n* = 13). We observed a significant increase between the AL and LS mice (mean 1832pg/ml ±418 vs 306 pg/ml ±42 respectively, *p* = 0.0001), and between the AL and the DH mice (264 ± 34.9, *p* < 0.0001) albeit with a high heterogeneity in the AL group (Fig. 7A). No difference was observed between the LS and DH mice (*p* = 0.6411). We also analyzed two cohorts of 4 *λ*S-DH mice 6 months after VL-seeding induction (14–20 months old at sacrifice) and 8 age-matched controls (DH) by high-resolution echocardiography. Thereafter, mice were sacrificed for histological studies. Upon the AL mice, two were excluded from the analysis: one did not present AL deposits at sacrifice. The other, with confirmed AL deposits, showed evidence of an intracardiac thrombus in the left atrium (Fig. S6B) that could be related to the cardiac amyloidosis as commonly observed in patients^44^ but precluded its use to study cardiac parameters. Similarly, in the control group, one died for an undetermined reason before the end of the experiment and another one presented with a significant tumor mass in the liver and a right kidney atrophy. Both were excluded from the analysis. As expected from previous experiments, we observed high heterogeneity in the amyloid burden of AL-positive mice (mean score 2.5, range = 1–3) (Fig S6C). We analyzed classical parameters used in humans to characterize cardiac AL amyloidosis^45^. Echocardiographic parameters were consistent with ventricular hypertrophy with an increased diastolic posterior wall thickness (LVPWd) in AL hearts (1.08 mm ± 0.112 vs. 0.790 ± 0.030 in controls, *p* = 0.0087) (Fig. 7B) and a tendency that did not reach significance for global ventricular hypertrophy (corrected LV mass, *p* = 0.0649) (Fig. S6E, F). We also detected an early diastolic dysfunction in AL mice, including higher left ventricular (LV) filling pressures (E/E’) (43.3 ± 5.26 vs 26.1 ± 1.48 in controls, *p* = 0.0087) (Fig. 7C) and lower early diastolic strain rate (SRe) (4.658 ± 0.443 vs 7.207 ± 0.897, *p* = 0.0152) (Fig. 7D), suggesting a reduction in passive ventricular relaxation associated with a preserved ventricular ejection fraction (58.6% ± 5.56 vs. 56.8% ± 1.72, *p* = 0.8182) (Fig. S6G). Of note, ventricular ejection fraction values were slightly below 60% in both groups which is consistent with the progressive age-related decline observed in mice older than 12 months and not indicative of heart failure with systolic dyfunction^46^. Differences in the global longitudinal strain (GLS) were not significant between groups (*p* = 0.7879) (Fig. S6H) but a reduced ventricular filling capacity was observed by the increase in left atrial (LA) volume and a decrease in LA ejection fraction (Fig. S6I). All these data are mainly indicators of heart failure with preserved ejection fraction.

**Fig. 7:**
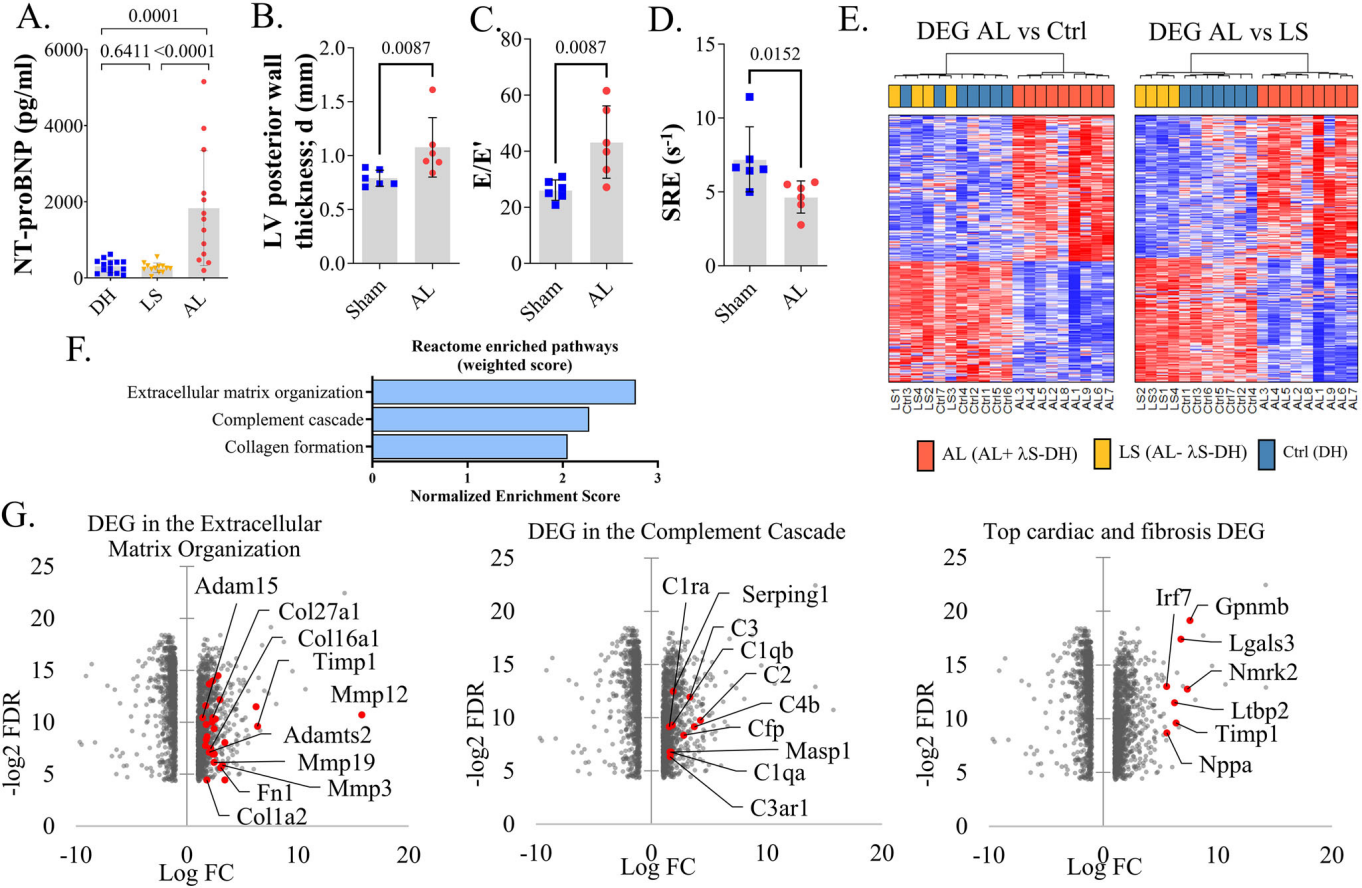
Analysis of the cardiac function related to amyloid deposition in *λ*S-DH mice. **A** Plasma NT-proBNP was dosed in score 2-3 amyloid-positive *λ*S-DH (AL, *n* = 13, red), *λ*S-DH mice without amyloid deposition (LS, *n* = 13, yellow) and DH mice (*n* = 14, blue). **B** Cardiac measurement of the diastolic (d) left ventricular (LV) posterior wall by Ultrasound analysis in age-matched DH control mice (Sham, *n* = 6) and *λ*S-DH with a cardiac amyloid deposition (AL, *n* = 6) (left). **C** Cardiac filling pressure, given by the E/E’ ratio analyzed on the same mice as in (**B**). **D** Cardiac early diastolic strain rate (SRE) analyzed as in (**B**). **E** Heatmaps showing the differentially expressed genes (DEG, log2 fold change |FC| ≥ 0.58 and False Discovery Rate FDR < 0.05) in *λ*S-DH mice with cardiac deposits (AL, *n* = 9) compared to DH mice (Ctrl, *n* = 7, left) and compared to *λ*S-DH mice without deposits (LS, *n* = 4, right). Mice were clustered according to the DE profiles. Red corresponds to overexpressed genes and blue to downregulated genes. **F** Weighted scoring representation of the enriched Reactome pathways (associated to the 2034 DEG (log2 |FC | ≥ 1 FDR < 0.05)) when comparing AL vs Ctrl + LS (*n* = 11). **G** Overexpressed genes associated to the extracellular matrix organization, complement cascade or cardiac dysfunction, and fibrotic processes pathways according to their FC (log2) and their FDR (−log2). Histograms show individual values with mean ± SD. Comparisons in (**A**, **D**) were performed by Mann-Whitney two-sided test. Exact *P* values are indicated.

### Transcriptomic analyses define extracellular molecular events but not cellular toxicity as a feature of amyloid fibrils toxicity in mice

To further decipher molecular mechanisms leading to cardiac dysfunction, we performed a bulk RNA sequencing on heart apical tissue from the AL positive *λ*S-DH mice (*n* = 9, AL1-9, mean amyloid score 2.33, range = 1–3) (Fig. S6J) and age-matched DH mice as controls (*n* = 7, Ctrl1-7). We also analyzed non–induced amyloid negative cardiac tissue from *λ*S-DH (*n* = 4, LS1-4) to identify any direct toxicity of the circulating amyloidogenic LC. 

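RNA from the heart apex of 20 mice was sequenced, 9 AL, 4 LS and 7 Ctrl. λS-DH mice carry the human light chain gene at the Ig kappa locus on the DH-LMP2A background, in which plasma cells form without Ig heavy chains, and DH mice are that background without the human gene. The authors prepared stranded libraries from polyadenylated RNA, sequenced them as paired-end reads in 2 runs, aligned them to GRCm38 with STAR and estimated the reads of each gene with Salmon, with the strand set. The values they deposited are these estimated counts for 25308 genes, without normalization for library size, and 14.2% of the values are not whole numbers. Total counts ranged from 7867642 to 62668146 in AL mice (median 47391736), from 46811921 to 60152320 in LS mice (median 52670791) and from 9290811 to 52631588 in Ctrl mice (median 43993277). The low totals belong to the second sequencing run, which held AL8, AL9, Ctrl5, Ctrl6 and Ctrl7. The other 15 mice, with all 4 LS mice among them, were in the first run, so the difference between runs is estimated from AL and Ctrl mice alone. A floor of 3 counts corresponds to 0.0479 CPM (counts scaled to a total of 1e6) in the deepest library and 0.381 CPM in the shallowest, and covers counting error only. Mitochondrially encoded genes took 18.3% to 37.1% of the counts of a mouse.
The estimated counts were rounded to whole numbers, 14477 genes were kept by edgeR's filterByExpr function (minimum count 10), and libraries were scaled by the TMM method. Groups were compared by edgeR's quasi-likelihood test with the sequencing run as a term, and p-values were adjusted by the Benjamini-Hochberg method (FDR). A gene was called differentially expressed at an FDR under 0.05 and an absolute log2FC of at least 0.58, or of at least 1 where AL mice were compared with the merged LS and Ctrl mice. The choices that could change the numbers are the filter on low counts, the treatment of the sequencing run, the form of the contrast with the merged controls and single mice with extreme values, and each was varied. The amyloid scores of single mice were not used here.
The mouse kappa constant gene Igkc (ENSMUSG00000076609, chromosome 6, 70726435 to 70726966 on GRCm38) lies in the targeted locus. It had 0, 2, 4, 2, 6, 3, 2, 0 and 0 counts in AL1 to AL9, and 4, 2, 1 and 0 counts in LS1 to LS4. Ctrl1 to Ctrl7 had 8, 274, 22, 30, 0, 6 and 5 counts, so that Ctrl5 at its depth, and Ctrl1 within counting error, were not distinguishable from λS-DH mice by this gene. Igkc had a log2FC of -4.90 (SE 0.781, FDR = 0.000368, quasi-likelihood test with Benjamini-Hochberg adjustment) in AL against Ctrl mice. By Xist and the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y, AL2, AL3, AL4, LS2, LS3, Ctrl1, Ctrl2 and Ctrl3 had female-type expression and the other mice male-type expression.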

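Log2 CPM values (prior count 2) of the 500 most variable genes were entered in a PCA after the difference between the sequencing runs was removed. PC1 carried 25.8% of the variance and PC2 10.5%. The PC1 score was 18.8 ± 14 (SD, n = 9) in AL, -12.8 ± 23.1 (n = 4) in LS and -16.9 ± 18.1 (n = 7) in Ctrl mice. AL mice scored 34.3 higher on average than the 11 LS and Ctrl mice (two-sided exact permutation test over all 167960 splits, p = 0.000613). The groups overlapped, with AL scores from -1.62 to 31.6 and control scores from -38.6 to 14.6. Of the 9 AL mice, 6 lay above every control mouse. Ctrl1, Ctrl3, Ctrl4, LS1 and LS3, the mice highest in the liver gene Alb, scored from -38.6 to -31.1. The other controls scored from -5.99 to 14.6, so PC1 also follows liver genes. With the mean log2 CPM of 26 liver genes also removed, AL mice scored 21.4 higher than controls (exact permutation p = 0.000518). With all 14477 tested genes in the PCA, the difference was 59.8 (exact permutation p = 5.95e-06) and all 9 AL mice lay above the controls. Without removal of the run effect it was 20.1 (exact permutation p = 0.12), and 0 AL mice lay above every control. In the first run alone it was 47.5 (7 AL against 8 control mice, exact permutation p = 0.00109). The second run, with 2 AL and 3 Ctrl mice, is too small for this test.
Average-linkage clustering of the same 500 genes, taken at 2 clusters, set Ctrl1, Ctrl3, Ctrl4, LS1 and LS3 apart from the other 15 mice, which were the 9 AL mice and 6 controls (two-sided Fisher's exact test, p = 0.0379). These 5 mice also had the highest expression of the liver gene Alb, at 93.4 to 215 CPM against at most 21.7 CPM in any other mouse. The same 5 mice, clustered with those of the first run only, formed the smaller cluster (exact p = 0.0256). With all tested genes, or with the 2000 most variable, AL9 alone split from the rest (exact p = 0.45).

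**Figure D1:**
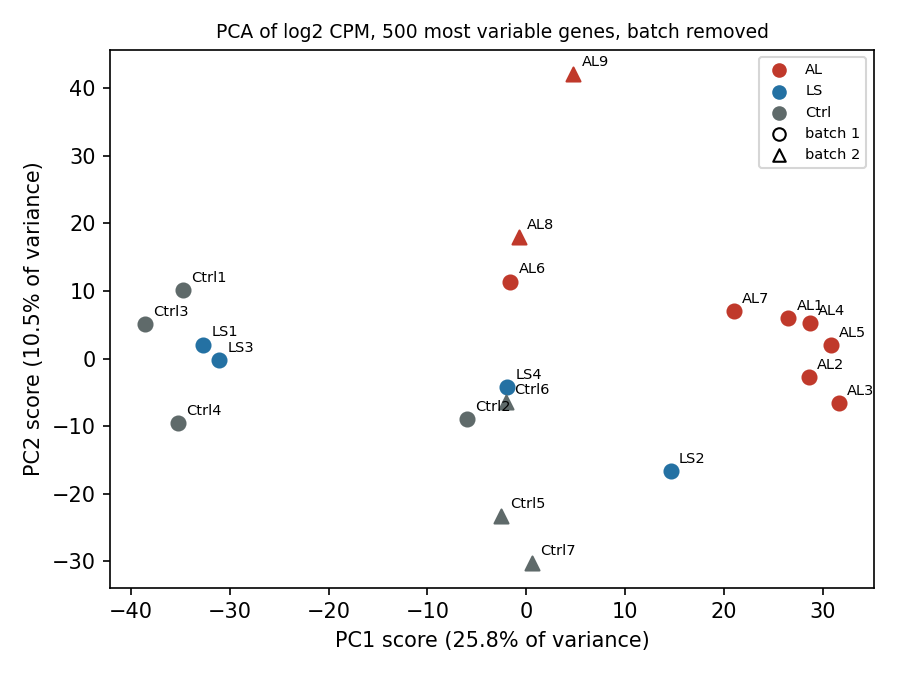
Scores of the 20 mice on PC1 and PC2 of the 500 most variable genes, after removal of the difference between sequencing runs. Each point is 1 mouse, coloured by group (AL red, LS blue, Ctrl grey), with circles for the first run and triangles for the second. AL scores on PC1 run from -1.62 to 31.6 and overlap the upper end of the control scores, which run from -38.6 to 14.6. The controls from -38.6 to -31.1 (Ctrl1, Ctrl3, Ctrl4, LS1 and LS3) are the mice highest in the liver gene Alb.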

Using Principal Component Analysis (PCA) and hierarchical clustering of the samples showed a clear separation between AL mice and the other groups (LS and Ctrl) (Figs. 7E and S6K). However, the two AL negative groups showed no clear distinction, whatever the chosen comparison (AL vs Ctrl or AL vs LS). 

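Among the 11 control mice, LS mice scored 4.17 higher than Ctrl mice on PC1, well within the spread of either group (two-sided exact permutation test over all 330 splits of 4 and 7 mice, p = 0.736). The sign of this difference was not stable. It was -0.25 (exact permutation p = 0.97) with all tested genes, -17.0 (exact permutation p = 0.43) without removal of the run effect, and -4.57 (exact permutation p = 0.975) without LS2. Within the first run, where 4 LS and 4 Ctrl mice can be compared, it was 18.3 (exact permutation p = 0.171). Each of the clusters found in the PCA genes held mice of both groups.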

The transcriptional changes (DEG, log2FC > 0.58, and FDR < 0.05) between these three groups revealed that 1135 and 1766 genes were differentially expressed between AL and Ctrl and between AL and LS samples, respectively. 

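Between AL and Ctrl mice, 1130 of the 14477 tested genes were called, 593 higher and 537 lower in AL. Between AL and LS mice, 1288 genes were called, 849 higher and 439 lower in AL, so that 65.9% of the calls were higher against LS and 52.5% against Ctrl. Without the requirement on log2FC, 3792 and 3382 genes had an FDR under 0.05. The call count of AL against Ctrl moved most when only the 11232 genes with at least 10 counts in every mouse were tested, which left 587 calls. That of AL against LS moved most on counts adjusted for the run by ComBat-seq, with 648 calls, 54.2% of them higher in AL. Restricted to the first run, 1117 genes were called against Ctrl (7 AL, 4 Ctrl mice) and 1639 against LS (7 AL, 4 LS mice). Without AL9, the counts were 972 and 1436. The second run holds no LS mice.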

Comparison between LS and Ctrl confirmed the PCA and hierarchical clustering with only 3 significantly deregulated genes with irrelevant functions (Table S1). 

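The 3 genes called between LS and Ctrl mice were Pyurf, Osbpl3 and Snx10, and 860 genes had an unadjusted p under 0.05. Pyurf (ENSMUSG00000043162, chromosome 6, 57686576 to 57692078 on GRCm38) was at 14.7 ± 0.612 CPM (SD, n = 4) in LS and 37.1 ± 3.59 CPM (n = 7) in Ctrl mice, a log2FC of -1.36 (SE 0.103, FDR = 6.46e-07, quasi-likelihood test with Benjamini-Hochberg adjustment). Osbpl3 (ENSMUSG00000029822, chromosome 6, 50293330 to 50456201) rose from 21.9 ± 1.91 to 60.5 ± 4.92 CPM, a log2FC of 1.45 (SE 0.121, FDR = 1.52e-06, same test). Snx10 (ENSMUSG00000038301, chromosome 6, 51523901 to 51590679) was at 9.21 ± 0.925 CPM in LS and 14.4 ± 2.9 CPM in Ctrl, a log2FC of -0.87 (SE 0.111, FDR = 0.00101, same test). Within the first run the log2FC of Pyurf was -1.37, that of Osbpl3 1.52 and that of Snx10 -0.85. The FDR of Snx10 was 0.219 on ComBat-seq adjusted counts and 0.36 without the run as a term, and lay between 5.8e-15 and 0.36 over 34 alternatives. The FDR of Pyurf reached at most 0.0259 and that of Osbpl3 at most 0.00109. DESeq2 moved the number of calls most, to 21.
The end coordinates of Pyurf, Osbpl3 and Snx10 lie 13, 20.3 and 19.1 Mb before the start of Igkc on chromosome 6. AL mice, which also carry the targeted locus, differed from Ctrl mice in the same direction, with log2FC of -1.26 for Pyurf (FDR = 1.39e-08), 0.99 for Osbpl3 (FDR = 1.74e-05) and -0.54 for Snx10 (FDR = 0.000342, all by the quasi-likelihood test with Benjamini-Hochberg adjustment). AL8, at 5.57 CPM of Snx10, lay apart from the other AL mice, of which the next was at 9.04 CPM. Igkc itself had a log2FC of -5.35 and was not called (FDR = 0.265, same test). It was called by DESeq2 (FDR = 0.00272), by edgeR's likelihood ratio test and on ComBat-seq adjusted counts (FDR = 0.0259). With 1 mouse left out, its log2FC ran from -6.14 to -3.54 and its FDR from 0.0529 to 0.682.

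**Figure D2:**
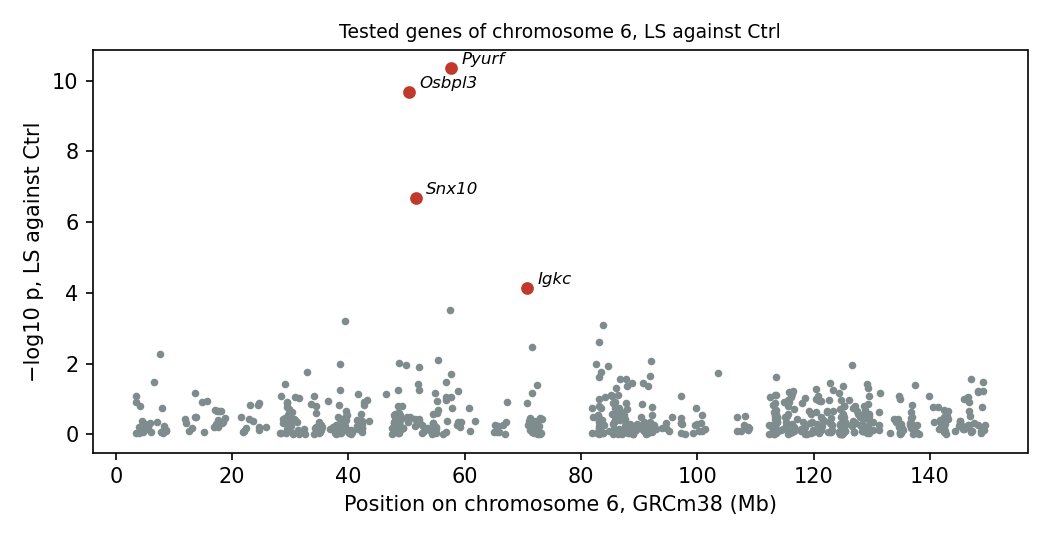
Tested genes of chromosome 6 by position (GRCm38, Mb, horizontal axis) and by -log10 of the unadjusted p of LS against Ctrl mice (vertical axis). Each point is 1 gene, and Pyurf, Osbpl3, Snx10 and Igkc are labelled in red; the 3 called genes stand 13 to 20.3 Mb before Igkc.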

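The LS and Ctrl mice were also compared over 44 fixed lists of genes for cell types, responses and gene families, of which 42 had at least 3 tested genes. With the camera test (correlation between genes preset at 0.01) on log2 CPM, 7 lists had an FDR under 0.05 after Benjamini-Hochberg adjustment. All 24 interferon response genes were lower in LS (median log2FC -0.65, FDR = 8.41e-09). Subunits of the nuclear respiratory chain were higher (median 0.14, FDR = 8.54e-07, 74 of 87 genes). Lists for NK cells (median -0.95, FDR = 0.00774, 1 of 7 genes higher), dendritic cells (-0.48, FDR = 0.0214, 1 of 12), endothelial cells (-0.15, FDR = 0.022, 0 of 12), T cells (-0.70, FDR = 0.0324, 3 of 11) and B cells (-0.55, FDR = 0.0466, 0 of 8) were lower. For these 7 lists 0 genes had an FDR under 0.05, adjusted over the list alone or over all genes tested. By the fry test 0 of the 42 lists passed (lowest FDR 0.718), and with an estimated correlation 0 passed (lowest FDR 0.78). In the first run alone, which holds all 4 LS mice, 6 lists passed the camera test, and of the 7 only the interferon (median -0.31, FDR = 0.0175), respiratory chain (FDR = 1.72e-13) and NK cell lists (FDR = 0.0302) were among them. Dendritic cells (FDR = 0.265), endothelial cells (median -0.04, FDR = 0.739), T cells (FDR = 0.0812) and B cells (FDR = 0.375) did not pass there. Without LS4, 3 lists passed.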

Since LS and Ctrl groups were not distinguishable, we decided to merge them into a unique group of control samples to strengthen our statistical analysis. This new analysis (log2FC > 1 and FDR < 0.05) resulted in 2034 genes that were differentially expressed (1093 upregulated and 941 downregulated) (Fig. S6L). 

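Against the 11 merged LS and Ctrl mice, 707 genes were called in AL mice, 396 higher and 311 lower, and 5245 genes had an FDR under 0.05 at any log2FC. Over the alternatives this number ran from 138 (71.7% higher in AL), with only genes of at least 10 counts in every mouse tested, to 1904, with the contrast 2, -1, -1. The mice of the first run alone gave 716 called genes, 377 higher and 339 lower, and 571 of the 707 genes were among them. Without AL9, 667 genes were called.
Of the calls shared in direction by all 9 AL mice and with a mean of at least 1 CPM, the largest rises were in Nnt (ENSMUSG00000116207, log2FC 5.08), Mmp12 (4.77), Pcdhgc4 (3.99), Slc6a16 (2.88) and CAAA01066123.1 (2.87). The Nnt entry is one of a pair of gene IDs that overlap on chromosome 13 (ENSMUSG00000116207 at 119335528 to 119408952 on GRCm38) and whose reads Salmon could split. The other Nnt entry (ENSMUSG00000025453) fell by 1.24 on the log2 scale, and with the pair summed Nnt was lower in AL (log2FC -0.64, SE 0.2). ENSMUSG00000116207 was also read in the Ctrl mice of the second run, at 265, 251 and 50.3 CPM in Ctrl5, Ctrl6 and Ctrl7. AL mice had 57.4 to 522 CPM, and only 1 of them lay above every control mouse. DESeq2 did not call this entry (FDR = 0.117). Pcdhgc4 (ENSMUSG00000023036, chromosome 18) was at 12.1 ± 5.12 CPM (SD, n = 9) in AL and 1.07 ± 0.973 CPM (n = 11) in control mice, with every AL mouse above every control mouse. CAAA01066123.1 was at 0 CPM in every LS mouse but LS2, at 1.03 CPM. Among Ctrl mice it was at 1.22 CPM in Ctrl3, 1.99 CPM in Ctrl6 and 3.61 CPM in Ctrl7, and at 0 CPM in the rest. Only 2 AL mice lay above every control mouse. It was not called against Ctrl (FDR = 0.0868) or LS mice alone (FDR = 0.0698, quasi-likelihood test with Benjamini-Hochberg adjustment).
The largest falls were in Mup3 (log2FC -4.95), Bhmt (-4.90), Fgb (-4.59), Fgg (-4.50) and Plg (-4.42), all expressed in liver. In AL mice these genes averaged between 0.0982 CPM for Plg and 0.146 CPM for Fgg, and in AL6 alone Fgb reached 1 CPM and Plg 0.623 CPM. With the mean log2 CPM of 26 liver genes as a covariate, 565 genes were called, 449 higher and 116 lower. The log2FC of Bhmt was then -1.08 (FDR = 0.12), of Fgb -1.15 (FDR = 0.19), of Fgg -0.92 (FDR = 0.193), of Plg -0.67 (FDR = 0.341) and of Mup3 -2.15 (FDR = 0.0494, all by the quasi-likelihood test with Benjamini-Hochberg adjustment).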

For gene set enrichment analysis (GSEA)^47^, we used the WEB-based Gene Set Analysis Toolkit (WebGestalt)^48^ to study the deregulated pathways (Reactome database)^49^ and gene ontology Molecular Function, Cellular Component and Biological Process signatures of the amyloidogenic cardiac tissue. 

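Preranked enrichment was computed with fgsea on the Reactome sets supplied with that package, over the 653 called genes of AL against merged controls that have an Entrez identifier, ranked by log2FC. Of 1457 Reactome sets, 87 had between 5 and 2000 of these genes and were tested. Restricting the ranking to called genes leaves few members per set, so that the Metabolism set held 99 genes and the extracellular matrix organization set 20. WebGestalt, its redundancy reduction and the gene ontology signatures were not used here.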

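In the ranking of the called genes, 19 of the 87 tested Reactome sets had an FDR under 0.05 (fgsea, Benjamini-Hochberg adjustment), 0 with a positive and 19 with a negative normalized enrichment score (NES). The lowest FDR were those of Metabolism (NES -2.72, FDR = 1.46e-15), Biological oxidations (NES -2.74, FDR = 8.2e-11) and Xenobiotics (NES -2.65, FDR = 1.95e-09), sets rich in genes of the liver. Fibrin clot formation and platelet sets followed, such as Hemostasis (NES -1.8, FDR = 0.0147). The camera test on all 13937 tested genes with an Entrez identifier gave 46 sets, 19 of them higher in AL. Ranking all tested genes by log2FC gave 45 sets, 17 higher in AL, among them Immune System (NES 1.5, FDR = 0.000498). Ranking the called genes by signed -log10 p gave 20 sets, 4 of them higher. With the liver genes as a covariate 0 of 82 tested sets passed, and 4 had an unadjusted p under 0.05.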

Despite the number of DEG, only 9 pathways, all positively enriched, were significant (FDR < 0.05) (Fig. S6M), and many of them were closely related so we used the weighted set cover option to avoid redundancy (Fig. 7F). 

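Of the 207 tested genes in the Reactome set extracellular matrix organization, 20 were called in AL against merged controls, 13 higher and 7 lower. The higher genes were Mmp12, Cdh1, Spp1, Timp1, Lamc3, Comp, Itgax, Adam8, Col9a3, Col8a2, Col7a1, Mfap4 and Col20a1. The lower genes were Col25a1 and the liver-expressed Klkb1, Ttr, Fga, Plg, Fgg and Fgb. The NES of the set was -1.01 (FDR = 0.691, fgsea) among called genes and 1.47 (FDR = 0.0966) among all tested genes. In that ranking of all genes, degradation of the extracellular matrix had an NES of 1.69 (FDR = 0.0395) and crosslinking of collagen fibrils of 1.67 (FDR = 0.0484, fgsea with Benjamini-Hochberg adjustment). The number of called members ran from 3, with only genes of at least 10 counts in every mouse tested, to 41, with the contrast 2, -1, -1.
Of the ECM genes Adam15, Col27a1, Col16a1, Timp1, Mmp12, Adamts2, Mmp19, Mmp3, Fn1 and Col1a2, which the study drew from these samples (Fig. 7G), all 10 were higher on average in AL mice. An FDR under 0.05 was reached by 9 when adjusted over the list alone, which is not independent evidence, and by 7 over all genes tested. AL9 decided several of these values. Its Fn1 was 665 CPM against 129 CPM in the next AL mouse, and the log2FC of Fn1 was 0.96 (SE 0.429) with and 0.21 without AL9. Col1a2 was 713 CPM in AL9 against 139 CPM in the next mouse, with a log2FC of 0.69 (SE 0.353) and 0.02 without AL9. The log2FC without AL9 was 0.26 in place of 0.71 for Adamts2, 0.30 in place of 0.73 for Col16a1, 0.41 in place of 0.68 for Col27a1, 0.28 in place of 0.79 for Mmp19 and 0.50 in place of 0.98 for Mmp3. Adam15 had a log2FC of 0.42 (SE 0.109) and was above the control median in all 9 AL mice.
Among gene families, 5 of 34 collagens were called. Col20a1 (log2FC 1.10), Col9a3 (1.22), Col8a2 (1.19) and Col7a1 (1.17) were higher and Col25a1 (-1.43) lower. Col8a2 was low in AL8 (0.118 CPM) and absent in Ctrl6, Col25a1 had 0 CPM in Ctrl5, and among LS mice Col7a1 was lowest in LS1 at 0.189 CPM. Of 4 TIMPs only Timp1 was called, of 10 laminins only Lamc3 (log2FC 1.69) and of 26 integrins only Itgax (log2FC 1.59), and Lamc3 and Itgax were picked out after their values were seen.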

The most enriched pathways were related the extracellular matrix (ECM) organization (5 out of 9 statistically enriched pathways), with 41 differentially expressed genes encoding for endoproteases (MMPs, ADAMs, and extracellular cathepsins) and their inhibitors (TIMPs), as well as ECM-related proteins, such as collagens, fibronectin, laminin and adhesion molecules (Figs. 7G and S6N). Other pathways comprised complement cascade (4 out of 9 enriched pathways) and Collagene formation (Figs. 7F and S6M). 

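The Reactome complement cascade had an NES of -1.29 (FDR = 0.36, fgsea) among the called genes, and collagen formation an NES of -0.85 (FDR = 0.812). The negative score of the complement cascade came from C1rb, C9, C8a, Hc and C1s2, of 9 called members. With the liver genes as a covariate its NES was -1.01 (FDR = 0.902). By camera on all tested genes its direction was higher in AL, without passing (FDR = 0.799). Among all tested genes, ranked by log2FC, the complement cascade had an NES of -1.4 (FDR = 0.57), collagen formation an NES of 1.55 (FDR = 0.123) and collagen degradation an NES of 1.78 (FDR = 0.0379).
The 10 complement genes of Fig. 7G, chosen by the study on these samples, were all higher in AL mice (median log2FC 0.53, FDR = 0.00414 by the camera test with Benjamini-Hochberg adjustment). All 10 had an FDR under 0.05 adjusted over the list alone, which is not independent evidence, and 8 over all genes tested. C3 (ENSMUSG00000024164, chromosome 17, 57203970 to 57228136 on GRCm38) was at 568.4 ± 406.1 CPM (SD, n = 9) in AL and 268.1 ± 64.9 CPM (n = 11) in control mice, a log2FC of 1.06 (SE 0.225, FDR = 0.00138, quasi-likelihood test with Benjamini-Hochberg adjustment). C2 had a log2FC of 1.17 (SE 0.294, FDR = 0.00473, same test) and C4b of 1.19 (SE 0.323, FDR = 0.00772, same test). The log2FC of C3 was 0.90 within the first run and 0.77 without AL9, and that of C4b 0.89 and 0.76. Serping1 (log2FC 0.59, SE 0.132) was higher than in every control mouse in 8 AL mice, while AL8 was at 71.1 CPM, the lowest of the AL mice. AL8 was also the lowest AL mouse for C1qa, at 15.3 CPM, and for C3ar1, at 3.44 CPM. A wider list of 11 C1 to C4 genes had a median log2FC of 0.42 (camera, FDR = 0.0213) and no longer passed without AL9 (FDR = 0.0848, range over 27 alternatives 0.000991 to 0.767). Of its genes, 6 passed adjusted over the list alone and 5 over all genes tested.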

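Cell-type composition was assessed with fixed marker lists, and the gene ontology processes and the Mouse Cell Atlas were not used here. None of the lists for lymphoid cells and granulocytes passed the camera test in AL against merged controls. The median log2FC was 0.16 for T cells (FDR = 0.579, 8 of 11 genes higher), 0.24 for B cells (FDR = 0.599, 7 of 8), 0.05 for NK cells (FDR = 0.928, 3 of 7), 0.03 for plasma cells (FDR = 0.864, 5 of 7), 0.48 for mast cells (FDR = 0.438, 5 of 6) and 0.77 for neutrophils (FDR = 0.272, 7 of 8, all camera with Benjamini-Hochberg adjustment). Called members were Trac (log2FC 1.07) for T cells, Fcer1a (1.53) for mast cells and Jchain (-2.08) for plasma cells, and Trac and Fcer1a were picked out after their values were seen. Adjusted over the list alone, 4 mast cell genes and 1 plasma cell gene had an FDR under 0.05, with 0 in the other 4 lists. Over all genes tested these were 3 and 1, with 1 T cell gene and 0 in the rest. The neutrophil list differed between sequencing runs, with a median log2FC of AL against Ctrl mice of -0.82 in the first (7 AL, 4 Ctrl mice) and 4.15 in the second (2 AL, 3 Ctrl mice).
The interferon response list had the lowest FDR of all lists (median log2FC 1.18, FDR = 3.1e-07, camera), and 23 of its 24 genes were higher in AL. Of these, 21 passed adjusted over the list alone, 20 over all genes tested, and 16 were called. Against Ctrl mice its median log2FC was 1.54 within the first run and -0.41 within the second. In all, 8 of the 42 lists passed the camera test, all 8 also passed the fry test, and 0 passed with an estimated correlation (lowest FDR 0.397).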

Gene Ontology processes associated with the DEG corroborated these findings (Fig. S6O), and immune cell populations were principally enriched in the cell-type landmarks analyzed by the Mouse Cell Atlas (Fig. S6P). 

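Cellular toxicity was assessed with 5 fixed lists in AL against merged controls, and 0 of their genes were called at a log2FC of at least 1. None of the 5 passed the camera test with Benjamini-Hochberg adjustment over the 42 lists. The 21 autophagy and lysosome genes had a median log2FC of 0.16 (FDR = 0.059, 15 genes higher), and passed the fry test (FDR = 7.08e-05). Of them, 15 had an FDR under 0.05 adjusted over the list alone and 14 over all genes tested. The 22 apoptosis and p53 response genes had an FDR of 0.321 (median log2FC 0.13, 14 higher) and of 0.0107 by the fry test, with 3 genes passing adjusted over the list alone and 5 over all genes tested. The 23 genes of the unfolded protein and integrated stress response had a median log2FC of 0.08 (FDR = 0.639, 16 higher), with 6 and 7 genes passing in the same order. The 19 oxidative stress genes had a median of 0.04 (FDR = 0.579, 10 higher; 5 and 5 genes) and the 14 heat shock genes a median of -0.17 (FDR = 0.864, 6 higher; 3 and 3 genes). Over the 5 lists, log2FC of single genes lay between -1.14 and 0.97. Among all Reactome sets tested by camera on all genes with Benjamini-Hochberg adjustment, regulated necrosis and RIPK1-mediated regulated necrosis (16 genes each, FDR = 0.0415 for both) passed as higher in AL, and the cellular response to heat stress (71 genes, FDR = 0.00739) and the regulation of the HSF1-mediated heat shock response (53 genes, FDR = 0.017) as lower. These 4 sets were picked out after their values were seen.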

Strikingly, we did not identify any obvious molecular signatures of cellular toxicity in the amyloid cardiac tissue. However, we detected several known markers of cardiac dysfunction and cardiac fibrosis among the top 20 overexpressed genes (Fig. 7G) including *Nppa, Lgals3, Gpnmb, Timp1, Nmrk2, Ltbp2, Irf7*^50^. Most of these markers were also overexpressed in AL-positive hearts compared to each control group (LS or Ctrl) independently (Table S2). 

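All 7 markers were called against the merged controls, and their camera test as a list had an FDR of 0.000438 (median log2FC 1.84, 7 of 7 genes higher). All 7 passed adjusted over the list alone, which is not independent evidence as the study chose them on these samples, and all 7 over all genes tested. Nppa (ENSMUSG00000041616, chromosome 4, from 148000722 on GRCm38) was at 518.7 ± 284 CPM (SD, n = 9) in AL and 137 ± 114 CPM (n = 11) in control mice, a log2FC of 1.99 (SE 0.496, FDR = 0.00441, quasi-likelihood test with Benjamini-Hochberg adjustment). All 9 AL mice were above the control median. Ctrl6 had only 3.88 CPM, the next lowest Ctrl mouse 44.3 CPM. Nmrk2 (ENSMUSG00000004939, chromosome 10, 81198170 to 81202051) was at 21.9 ± 16.6 against 4.10 ± 1.96 CPM, a log2FC of 2.41 (SE 0.367, FDR = 8.8e-05, same test), and higher in every AL mouse than in any control mouse. Gpnmb (ENSMUSG00000029816, chromosome 6, 49036546 to 49070929) had a log2FC of 2.17 (SE 0.303, FDR = 4.27e-05, same test), Lgals3 (ENSMUSG00000050335, chromosome 14) of 1.95 (SE 0.283, FDR = 6.02e-05) and Irf7 (ENSMUSG00000025498, chromosome 7) of 1.84 (SE 0.357, FDR = 0.000675).
Timp1 (ENSMUSG00000001131, chromosome X, 20870166 to 20874735) had a log2FC of 1.72 (SE 0.485, FDR = 0.00968, same test) with 8 of 9 AL mice above the control median, but was not called on ComBat-seq adjusted counts (FDR = 0.0726, the highest of 35 alternatives, with 0.00212 the lowest). Without AL9 its log2FC was 1.02. Ltbp2 (ENSMUSG00000002020, chromosome 12, 84783212 to 84876532) had a log2FC of 1.63 (SE 0.43, FDR = 0.00633), and 0.94 without AL9, below the threshold of 1. On ComBat-seq adjusted counts Ltbp2 was not called either (FDR = 0.0565, same test). Against Ctrl mice within each run, the log2FC in the first and second run was 2.57 and 3.03 for Nppa, 2.46 and 2.98 for Nmrk2, 1.90 and 3.24 for Gpnmb, and 1.34 and 3.05 for Lgals3. It was 1.05 and 3.63 for Timp1, 1.18 and 2.91 for Ltbp2, and 1.98 and -0.01 for Irf7. Ranked by log2FC among the 396 genes called higher, Nmrk2 was at place 28, Gpnmb 44, Nppa 66, Lgals3 71, Irf7 80, Timp1 99 and Ltbp2 127, and Mmp12 was at place 3.

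**Figure D3:**
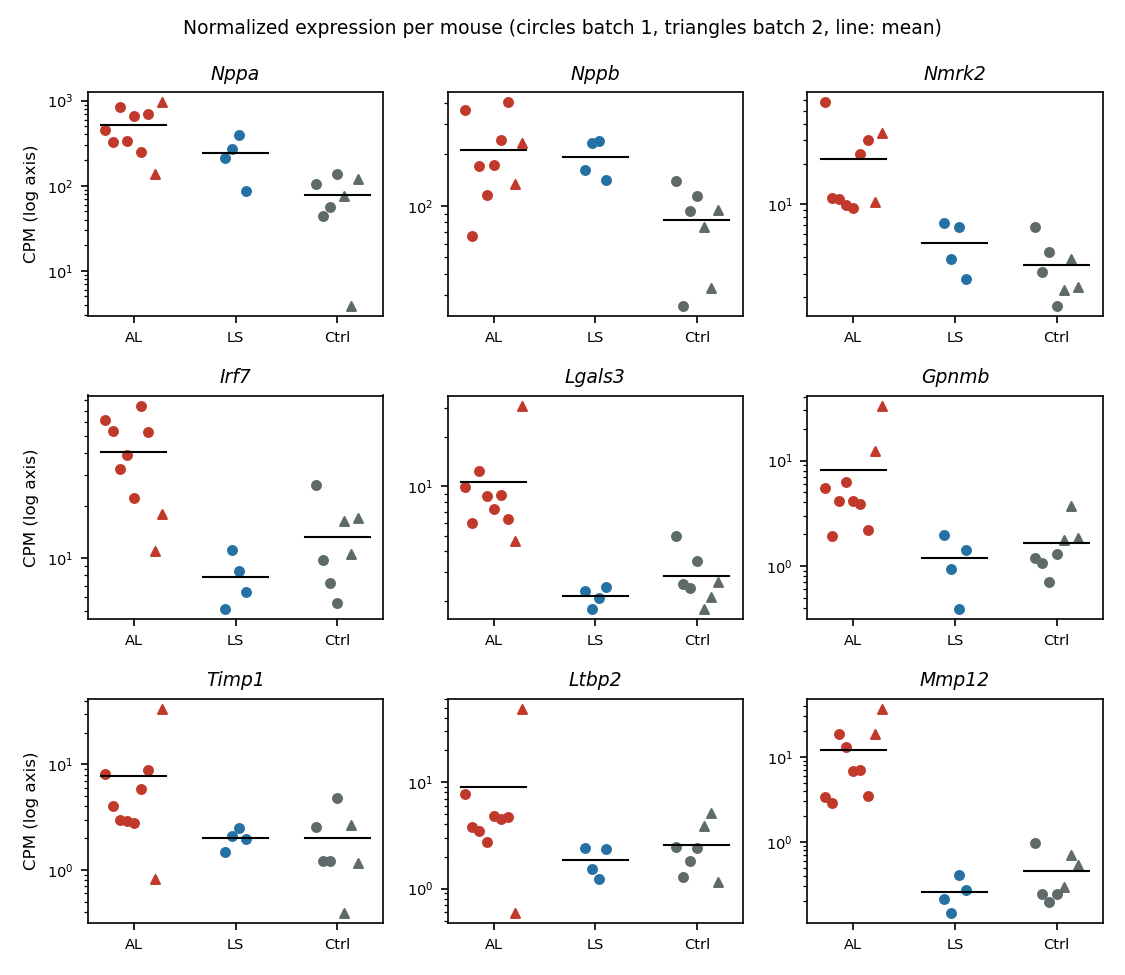
CPM (log axis) of 9 genes in each of the 20 mice, by group. Each point is 1 mouse and each line the mean of the group. All 9 AL mice exceed the control median for Nppa, Nmrk2, Gpnmb, Lgals3, Irf7 and Mmp12.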

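Tested against Ctrl mice alone, all 7 markers were called. The log2FC was 2.72 for Nppa (FDR = 0.00153), 2.60 for Nmrk2, 2.32 for Gpnmb, 1.83 for Lgals3, 1.77 for Timp1 (FDR = 0.029), 1.71 for Ltbp2 (FDR = 0.019) and 1.44 for Irf7 (FDR = 0.0152, all by the quasi-likelihood test with Benjamini-Hochberg adjustment). Without AL9, Timp1 (log2FC 0.82, FDR = 0.191) and Ltbp2 (log2FC 0.75, FDR = 0.227) were not called. Against LS mice alone, 4 of the 7 were called, namely Nmrk2 (log2FC 2.14, FDR = 0.00826), Gpnmb (1.91, FDR = 0.00538), Lgals3 (2.17, FDR = 0.00183) and Irf7 (2.45, FDR = 0.00165). Nppa (log2FC 1.14, FDR = 0.191), Timp1 (1.62, FDR = 0.108) and Ltbp2 (1.48, FDR = 0.0976) were not. Within the first run, where all LS mice were sequenced, Timp1 (log2FC 1.34, FDR = 0.0283) and Ltbp2 (1.29, FDR = 0.00411) were called against LS and Nppa (1.09, FDR = 0.0648) was not. Against Ctrl mice, Timp1 was not called within that run (FDR = 0.0807) and lost its call under 10 of 33 alternatives.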

*Nppb* overexpression did not reach significance (Log2FC = 2.18 and FDR = 0.054), likely due to a high variability between mice. Collectively, these findings indicate that the soluble amyloidogenic *λ*S-LC does not seem to exert any obvious toxic effect on the cardiac tissue of our transgenic mice. Nevertheless, amyloid deposition demonstrated clear effects on the extracellular compartment of cardiac tissue, consistent with extracellular matrix remodeling, early fibrotic processes, and immune cell infiltration.

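Nppb (ENSMUSG00000029019, chromosome 4, 147985788 to 147987205 on GRCm38) was at 212 ± 112.5 CPM (SD, n = 9) in AL, 194.4 ± 49.9 CPM (n = 4) in LS and 82.5 ± 41.5 CPM (n = 7) in Ctrl mice. Against the merged controls its log2FC was 0.82 (SE 0.348, FDR = 0.0729, quasi-likelihood test with Benjamini-Hochberg adjustment), with 8 of 9 AL mice above the control median and 3 above every control mouse. The FDR lay between 0.0323 and 0.882 over 36 alternatives, and the log2FC was 0.61 within the first run (FDR = 0.243). Against Ctrl mice alone Nppb was called (log2FC 1.30, FDR = 0.0151, same test), with 1.23 in the first run, where it was not called (FDR = 0.0686), and 1.45 in the second. This call was lost under 2 of 34 alternatives, with an FDR of at most 0.216. Against LS mice alone the log2FC was 0.20 (FDR = 0.771), with an opposite sign when Xist was a covariate (-0.12). LS mice were also higher than Ctrl mice (log2FC 1.10), with a p of 0.0272 before adjustment (quasi-likelihood test). Adjusted over all genes tested, this difference was not called (FDR = 0.808).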

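For direct effects of the soluble light chain, the 5 toxicity lists were compared between LS (n = 4) and Ctrl (n = 7) mice. None passed the camera test with Benjamini-Hochberg adjustment. The median log2FC was 0.05 for autophagy and lysosome (FDR = 0.181, 15 of 21 genes higher), 0.04 for the unfolded protein and integrated stress response (FDR = 0.298, 12 of 23), 0.00309 for apoptosis and p53 response (FDR = 0.592, 10 of 22), -0.05 for oxidative stress (FDR = 0.314, 8 of 19) and 0.14 for heat shock (FDR = 0.248, 9 of 14). In these lists 0 genes had an FDR under 0.05, adjusted over the list alone or over all genes tested.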

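The ECM genes of Fig. 7G had a median log2FC of 0.60 against the merged controls (camera test, FDR = 0.0047 with Benjamini-Hochberg adjustment) and of 0.31 without AL9. Against Ctrl mice within each run, their median was 0.30 in the first (FDR = 0.113) and 1.54 in the second (FDR = 0.000253). For the complement genes of Fig. 7G these medians were 0.54 and 0.74, and for the 7 markers 1.79 and 2.47. The study chose the genes of these 3 lists on the same mice, so that the outcome of a set test on them was largely fixed in advance, and its p-values are not independent evidence. From the findings taken together, the paper proposes that the soluble light chain has no obvious toxic effect on the heart of these mice. From the same findings the paper describes effects of amyloid deposition on the extracellular compartment, and finds them compatible with matrix remodeling, early fibrosis and infiltrating immune cells.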

## Discussion

We herein describe the first transgenic mouse model of systemic AL amyloidosis with dominant cardiac involvement. Thanks to a strategy coupling an orthotropic production of the human LC by plasma cells and the removal of endogenous HC to force the production of fLCs, these mice continuously produce a level of circulating fLC that is above the median level observed in AL patients^51^, resolving one of the main limitations of previous models^22–24^. Upon induction, mice accumulated AL amyloid fibrils in the heart, spleen, and, to a lower extent, in other visceral organs. These fibrils have typical pathological features of *λ* LC AL amyloid deposits with most of the classical amyloid signature proteins (ApoE, ApoA-IV, Vitronectin) except SAP which was barely detectable by MS and not detected by IF. This contrasts with previous models of ATTR amyloidosis^37,52^ although it may be explained by the low level of circulating SAP in our mice and the weak avidity of mouse SAP to amyloid deposits^53^. To achieve amyloid deposition in *λ*S-DH mice, we used two different induction methods. One is the classical seeding strategy with the injection of preformed fibrils that accelerates amyloid formation by bypassing the long early stages of nucleation. We injected in vitro fibrils exclusively composed of the recombinant VL part of *λ*S-LC because tissue from *λ*S patients to make ex vivo fibrils was unavailable and because we failed to obtain any fibrils from the recombinant full-length *λ*S-LC. For the second protocol, we injected the soluble VL alone assuming that its intrinsic amyloidoigenicity would allow its aggregation in vivo. Both protocols led to amyloid deposits in mice but with different timing and incomplete penetrance. Whereas the fibril injections were able to trigger a rapid burst of amyloidosis, detectable as soon as 48 h after induction, the VL injections led to a slower, more physiological development of the disease. Due to the rapid renal clearance of low molecular weight proteins, we assume that a few oligomers of the VL are quickly formed in the circulation or tissues where they remain progressively elongated by full-length LC and spread to other organs through secondary nucleation and fragmentation^54^. Although we cannot formally exclude that the injected material may have contained a tiny amount of pre-formed amyloid seeds below the limit of detection by HPLC, this result means that once formed, these oligomers likely persist for a long period of time in tissues. This is, to our knowledge, the first in vivo experiment supporting the enhanced potential of the VL to initiate the subsequent formation of mature amyloid fibrils elongated by full-length LC. We conveniently used the strict VL fragment based on our experiments, the literature about in vitro fertilization, and the cryo-EM structures of AL fibrils but we assume that the pathophysiological process in humans is likely more complex than a simple, precise, release of the sole VL domain. Accordingly, Lavatelli et al. recently showed in vitro that a partial degradation of the constant domain, as frequently observed in AL deposits, is sufficient to unleash the amyloidogenic propensities of an otherwise stable full-length LC^8^. Consequently, based on our findings, it is tempting to hypothesize that similar partial proteolysis of fLCs, releasing fragments containing destabilized VL that may rapidly form the first protease-resistant nuclei, occurs in plasma or extracellular matrix of organs and may initiate the elongation of amyloid fibrils with the circulating monoclonal full-length LC. However, in the absence of a formal experimental demonstration, we cannot exclude that in patients or in the few mice that developed spontaneous amyloidosis, the VL contained in the intact fLC was able to progressively acquire its amyloidogenic conformation, exposing the CL at the periphery of the fibrils, leading to their progressive degradation by activated resident proteases. In any case, the characterization of mature amyloid fibrils in tissues or extracted from hearts of positive *λ*S-DH mice opens fundamental perspectives on the mechanisms of amyloid formation in vivo. First, these analyzes showed that the insoluble deposits do not exclusively contain the VL used for seeding, but they incontrovertibly indicate that the endogenous full-length LC is also incorporated. Consequently, whether a critical concentration of VL-containing fragments is needed for priming the process, the full-length LC subsequently or concomitantly participates in amyloid progression. Although the events that generate the complex population of deposited LC fragments are not known, these proteolytic events are virtually identical both in the different mice and also in human LC deposits. As in human amyloid, major fragments in mice contain the complete VL and progressively shorter stretches of the CL, suggesting that the VL constitutes the core of the murine AL amyloid fibrils, as previously shown in human^9,55^. The pattern also suggests that the proteolytic remodeling mechanisms associated with LC aggregation and/or aggregate metabolism are analogous in mice and humans. With this in mind, it would be useful to identify the potential molecular players of this proteolytic event, their location, and activation. Interestingly, transcriptomic analyzes of amyloid cardiac tissue show significant overexpression of several metalloproteinases and extracellular cathepsins that could account for the LC fragmentation. It remains to be determined whether these proteolytic events participate in or accelerate the elongation of amyloid fibrils or, on the contrary, whether they are involved in their decay.

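Of 16 matrix metalloproteinases tested, only Mmp12 (ENSMUSG00000049723, chromosome 9, 7344381 to 7369499 on GRCm38) was called in AL against the merged controls. It was at 12.2 ± 11 CPM (SD, n = 9) in AL and 0.385 ± 0.255 CPM (n = 11) in control mice, with every AL mouse above every control mouse (log2FC 4.77, SE 0.418, FDR = 4.01e-06, quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2FC against Ctrl was 4.22 within the first run and 5.75 within the second. In all, 5 metalloproteinases had an FDR under 0.05. The family did not pass the camera test (median log2FC 0.35, FDR = 0.118, 10 of 16 higher) but passed the fry test (FDR = 0.0211), with 3 genes passing adjusted over the list alone. Of 14 ADAM proteases only Adam8 was called (log2FC 1.31, SE 0.369, FDR = 0.00937, same test), with AL9 at 9.21 CPM and the next AL mouse at 3.52 CPM; within the first run its FDR was 0.0688 (range over 36 alternatives 0.000652 to 0.0794). The ADAM list had a median of 0.15 (camera FDR = 0.344, 8 higher), with 4 genes passing in either adjustment. Of 16 ADAMTS proteases 0 were called and 3 had an FDR under 0.05 (camera FDR = 0.486, median 0.07, 9 higher, 2 genes adjusted over the list alone).
The 13 cathepsins, intracellular and extracellular members together, had a median log2FC of 0.19 (camera FDR = 0.047, 11 higher), and 6 had an FDR under 0.05, adjusted over the list alone and over all genes tested. The largest log2FC was 0.81, so that 0 cathepsins were called at a log2FC of at least 1. The camera FDR of the cathepsins was 0.0787 within the first run and 0.063 without AL9 (range over 27 alternatives 0.00191 to 0.687).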

With very rare exceptions, mice do not spontaneously develop AL amyloidosis, as previously shown in other systemic amyloidosis models^37^. There are several hypotheses to explain this observation, including a faster turnover rate of proteins or a better control of proteostasis in mice^26,27^. The low amyloidogenicity of the *λ*S-VL protein compared to other published IGLV6-57 domains^35,56^ and the absence of associated serum amyloid P component to the fibrils, known to protect fibrils from degradation^42^, could also explain this observation. However, in humans, the production of fLC precedes several years of the occurrence of symptomatic AL amyloidosis^39^, and in other systemic amyloidosis, especially hereditary ones, the onset of the disease usually after several decades. Accordingly, in *λ*S-DH mice, amyloidosis development takes several months even when accelerated with a large quantity of amyloidogenic VL. Then, we cannot exclude that even with the pathogenic level of fLC observed in humans, mice simply do not live long enough to let the time to allow overt amyloid deposition to develop. In any case, the rare spontaneous AL amyloidosis observed during the course of this study demonstrates that mice are not intrinsically resistant to AL amyloidosis. Since an increase in fLC level precedes the onset of clinical symptoms, reaching higher levels of fLCs in future transgenic mice could help accelerate the natural onset of the disease.

In contrast, the organ tropism seems to be relatively distinct in the mice compared to the patient from whom the transgenic LC was extracted. Amyloidosis in *λ*S-DH mice develops mainly in the heart and associated vessels. At odds with the patient who was first diagnosed with renal involvement, the deposits in kidneys appear late and remain restricted to a few isolated glomeruli. One could speculate either that the tropism for a kidney of the LC or the injected seeds was low because of missing receptors that could bind and retain them into glomeruli or the mouse kidneys express factors that protect them from amyloid formation (efficient extracellular proteostasis). But we cannot exclude technical issues like the i.v. route for seeds and VL injections or the higher level of fLC in the mice compared to human could also, for unknown reasons, favor their early deposition in the heart at the expense of the kidney or other organs. In any case, understanding this discrepancy in organ tropism between humans and mice is likely to provide clues about the mechanisms leading to amyloidosis in a preferential organ.

In addition to the formation of amyloid deposits, this model also develops early symptoms of cardiac dysfunction. We found a significant increase of NT-proBNP, the most reliable plasmatic biomarker for AL amyloidosis, in AL-positive mice compared to non-induced *λ*S-DH or DH control mice. Induced *λ*S-DH developed also early signs of diastolic dysfunction with preserved ejection fraction. Although incomplete, this dysfunction shows that beyond AL deposits, *λ*S-DH can also be a relevant model to study the molecular events leading to cardiac toxicity. Accordingly, transcriptomic analyzes showed significant overexpression of genes classically associated with cardiac dysfunction, especially those involved in fibrosis and extracellular matrix remodeling. 

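The list of 11 hypertrophy and fetal programme genes had a median log2FC of 0.45 in AL against merged controls (camera test, FDR = 0.0213 with Benjamini-Hochberg adjustment), with 10 genes higher, 5 passing adjusted over the list alone, 5 over all genes tested and 3 called (Nmrk2, Nppa and Mybpc2, the last picked out after its value was seen). Within the first run its FDR was 0.0581 and without AL9 0.063 (range over 27 alternatives 0.00707 to 0.687). Of 12 activated fibroblast genes, 11 were higher (median 0.57), but the list did not pass (FDR = 0.0967). Its called genes were Comp (log2FC 1.64), Cilp (1.38) and Ltbp2, of which Comp and Cilp were picked out after their values were seen, and 6 genes passed adjusted over the list alone and 4 over all genes tested. As a family, the 34 collagens had a median log2FC of 0.16 (FDR = 0.32, 24 higher; 8 genes passing in either adjustment). Against Ctrl mice the collagen median was 0.01 in the first run (FDR = 0.76) and 0.83 in the second (FDR = 0.0134, camera).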

Although we did not detect significant infiltration of immune cells in the cardiac tissue, transcriptomic data indicate that myeloid-derived cells, including macrophages, monocytes, or dendritic cells, together with cardiac fibroblasts may account for this profibrotic phenotype. 

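The list of 19 macrophage and monocyte genes had a median log2FC of 0.48 in AL against merged controls, with 14 genes higher, and did not pass the camera test (FDR = 0.188, Benjamini-Hochberg adjustment) or the fry test (FDR = 0.266). Of its genes, 7 passed adjusted over the list alone and 7 over all genes tested. The called genes were Ccr2 (log2FC 1.12) and Cx3cr1 (1.17), both picked out after their values were seen. Against Ctrl mice the median of the list was 0.32 in the first run (FDR = 0.558) and 0.63 in the second (FDR = 0.0437, camera), so that it passed in the second run alone. Dendritic cell genes had a median of 0.12 (FDR = 0.864, 8 of 12 higher, 1 passing in either adjustment), with Itgax called. Against Ctrl mice their median was 0.24 in the first run (FDR = 0.679) and -1.01 in the second (FDR = 0.105, camera). The 12 fibroblast genes had a median of 0.18 (FDR = 0.438, 9 higher, 1 passing in either adjustment), and 0 were called. By comparison, endothelial genes had a median of 0.20 (FDR = 0.0777, 10 of 12 higher, 6 passing in either adjustment) and pericyte and smooth muscle genes of 0.00754 (FDR = 0.819, 6 of 10 higher).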

Deciphering the location and function of these cells will likely give clues about their role during AL amyloidosis development. For this purpose, spatial transcriptomic and/or proteomic on mouse tissues with different degrees of amyloid deposition would likely be of great value, especially to better understand changes in cell populations and their activity in the vicinity of amyloid deposits.

There are two major discrepancies with previous in vitro or non-mammalian models. First, based on transcriptomic analysis and histology, there is no clear indication of cardiomyocytes toxicity, induced by the fibrils. 

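The 14 ventricular cardiomyocyte genes had a median log2FC of -0.11 in AL against merged controls (camera test, FDR = 0.0852 with Benjamini-Hochberg adjustment; fry FDR = 0.0264), with 2 genes higher, 5 passing adjusted over the list alone and over all genes tested, and 0 called. The 13 mitochondrially encoded genes had a median of -0.30 (camera FDR = 0.0213), with 1 gene higher, 8 and 6 passing in the same order and 0 called. This list did not pass within the first run (FDR = 0.0649) or without AL9 (FDR = 0.0864, range over 27 alternatives 0.00509 to 0.788). The 87 nuclear respiratory chain subunits had a median of 0.05 (FDR = 0.386, 53 higher), with 12 and 16 genes passing. Histology was not analysed here.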

We may hypothesize that mice only develop the early stages of the disease, as seen by the discreet cardiac hypertrophy and amyloid loads below those observed in human cardiac biopsies^57^. Longer exposure and further accumulation of deposits would ultimately lead to myocyte damage. The second discrepancy concerns the apparent absence of cardiac toxicity caused by the soluble amyloidogenic LC. The toxicity of amyloidogenic fLCs has been extensively studied on cardiac cells (cardiomyocytes, cardiac fibroblasts, and mesenchymal cells)^14,16,18^ in vitro, as well as in lower animal models, such as *C. elegans* and zebrafish^15,17^. Among the observed effects, mitochondrial dysfunction, ROS production, and cell death were directly associated with soluble fLCs. In the present mouse model, the production of the LC by plasma cells continuously exposes cardiac cells to a high level of an amyloidogenic LC. However, mice with no amyloid deposits seem healthy, with no increase of NT-proBNP and a transcriptional landscape of cardiac tissue almost identical to control mice. 

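In heart tissue, the list of nuclear respiratory chain subunits passed the camera test in LS against Ctrl mice, as higher in LS, but not the fry test (FDR = 0.802, Benjamini-Hochberg adjustment). The other cardiac lists given below did not pass camera, while the natriuretic peptide genes were higher in LS without being called. The 7 markers of cardiac dysfunction and fibrosis had a median log2FC of 0.17 (camera test, FDR = 0.83 with Benjamini-Hochberg adjustment, 5 higher), with single values from -1.02 to 1.58, the highest being that of Nppa (SE 0.627, FDR = 0.794, quasi-likelihood test with Benjamini-Hochberg adjustment). Nppb was higher in every LS mouse (lowest LS4, at 141.2 CPM) than in every Ctrl mouse (highest Ctrl1, at 140 CPM). Before adjustment the quasi-likelihood p was 0.0206 for Nppa and 0.0272 for Nppb. The hypertrophy and fetal programme list had a median of 0.03 (FDR = 0.723, 5 of 11 higher), ventricular cardiomyocyte genes of 0.10 (FDR = 0.0887, 13 of 14 higher) and mitochondrially encoded genes of 0.11 (FDR = 0.103, 12 of 13 higher). ECM genes of Fig. 7G had a median of 0.09 (FDR = 0.832, 7 of 10 higher) and macrophage and monocyte genes of -0.00652 (FDR = 0.731, 9 of 19 higher). In each of these lists 0 genes had an FDR under 0.05 over all genes tested, and adjusted over the list alone this was 1 gene in the macrophage list and 0 in the others. The median log2FC of all 14477 genes was 0.000321. Library scaling holds this median near 0, so it does not measure how alike the groups are. Against merged controls, where 707 genes were called in AL, it was 0.0131.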

There are several hypotheses that may be proposed to explain this difference. First, the patient from whom the *λS-LC* gene was extracted was first diagnosed with renal involvement so one could hypothesize that it is not a cardiotoxic LC per se. However, even in the absence of direct evidence of cardiac deposits in the patient, his clinical symptoms were characteristic of AL amyloidosis-induced cardiac dysfunction. Then obviously, mice are not men, and differences in protein turnover, extracellular protein chaperoning, cellular resistance to LC-induced stress, or absence of LC binding to cell surface could all account for the undetectable LC toxicity in our mouse model^16,18,26,27,58^. On the other hand, the direct toxicity of amyloid LCs on cultured cells, ex vivo organs, or in lower animals could also be challenged since these systems do not reproduce the in vivo extracellular proteostasis, including circulating chaperones and proteases, which could protect cells from unstable or unfolded dangerous LCs in the mice or in humans^59^. In addition, the immune system, extracellular matrix environment, or cell type diversity, all potentially involved both in the pathogenicity and also the protection of organs from toxic LCs, cannot be reproduced in vitro or in lower organisms. Finally, even in the absence of direct toxicity, *λ*S-DH mice develop an early cardiac dysfunction closely resembling the human disease. This dysfunction relies on the presence and accumulation of amyloid fibrils that progressively replace and remodel the extracellular space of cardiac muscle, likely causing mechanical constraints as a first step. Then, further accumulation of amyloid fibrils, reaching a critical threshold, would likely lead to cellular toxicity and more severe cardiac dysfunction. The quick recovery of the cardiac function in patients upon the reduction of circulating LC remains to be understood but could rely on the arrest of further accumulation of new toxic fibrils.

In addition to its contribution to the pathophysiological mechanisms of AL amyloidosis, our model also fills a crucial gap in the validation of new therapeutic approaches. Having shown that amyloid deposits are very similar to those observed in humans, it is now possible to use this model to test new therapeutic approaches designed to eliminate amyloid fibrils in tissues or to stabilize/inhibit the circulating amyloid precursor. The absence of Ig heavy chain, and therefore of a proper humoral immune response, is of particular interest in this respect, as it allows the repeated injection of humanized molecules without any risk of immune rejection. The main limitation to the use of this model for pre-clinical purposes remains the incomplete penetrance of the disease but modifications of the induction protocol by repeated seeding or ex vivo fibril injection are currently being evaluated.

Overall, the transgenic *λ*S-DH mouse is a representative model of cardiac AL amyloidosis and a useful resource for studying the formation, composition, and metabolism of human AL deposits. We confirm the crucial role of the variable domain in initiating amyloid deposits and provide new insights into the toxicity of amyloid fibrils for the heart. This model offers a new avenue for research on AL amyloidosis and fills an important gap for the development of new therapies. Other models using the same strategy but producing LCs from patients with different organ involvement need to be developed to better represent and understand the diversity of this disease.

## Methods

### Clinical presentation of *λ*S patient

Patient FLC levels at diagnosis were 128 mg/L for *λ* and 18 mg/L for κ-LC, associated with an IgA*λ* monoclonal component in serum, and 6.5% of medullar plasma cells (PC) infiltration. Clinical manifestations at diagnosis included chronic kidney disease (serum creatinine level 191 µmol/l, hypoproteinemia 56 g/l, heavy proteinuria 5.8 g/24 h) and typical features of amyloid cardiomyopathy (diffuse microvoltage on ECG, interventricular septum thickness of 14 mm, diastolic dysfunction, preserved left ventricular ejection fraction at 60%). Serum NT-proBNP was initially 13,173 pg/mL. A kidney biopsy confirmed the presence of AL amyloid deposits composed of a *λ*-LC (Fig. S1A). Written informed consent was obtained from all study participants and this study has received approval for the retention and treatment of human biological samples from the Comité de Protection des Personnes (CPP DC-2008-111).

### *λ*S LC gene extraction and sequencing

The human monoclonal LC genes used in the study were obtained from the patient’s bone marrow (BM) aspirates. Total RNA was extracted using Trizol® reagent (Invitrogen) and reverse transcription was carried out with High Capacity cDNA Reverse Transcription Kit (Applied Biosystems). For *λ*S-LC, cDNA was amplified using a 5′ consensus primer in the leader sequences (5′ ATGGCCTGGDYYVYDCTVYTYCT 3′) and a 3′ consensus primer complementary to the different *λ* constant regions (5′ CTCCCGGGTAGAAGTCACT 3′). For κR-LC, cDNA was amplified using a 5′ consensus primer in the leader sequences (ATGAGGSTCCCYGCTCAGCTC) and 3′ reverse primer in the κ constant region (GCGGGAAGATGAAGACAGAT). PCR products were purified and cloned using TOPO TA cloning Kit (Invitrogen) and Sanger sequencing was performed using the M13 reverse primer and the Big Dye Terminator Cycle sequencing kit (Applied Biosystems). The AL *λS-LC* gene was extracted from a patient with biopsy-proven AL amyloidosis (*λ*S-PT) and derived from the *IGLV6-57* germline gene (95.3% homologous) rearranged on an *IGLJ3* junction segment (92.11% homologous) and a constant *IGLC3* domain. The κR-LC gene (*IGKV2-28/IGKJ2*) used to generate the κR-DH model was extracted from a patient with multiple myeloma and cast nephropathy, with no amyloidosis in the kidney biopsy and no other clinical argument to suspect amyloidosis.

### Transgenic mice models generation

To generate the transgenic mice models (*λ*S-DH and κR-DH) two similar strategies were used^30,31^. For both models, a 2.2 kb fragment containing the five Jk mouse segments was replaced with a cassette containing the mouse pVH promoter, the rearranged LCs genes as described below, and a floxed Neomycin resistance cassette. For *λ*S-DH, the complete cDNA preceded by a β-globin/IgG chimeric intron (from pCi vector, Promega) and followed by the bGH poly A signal was introduced in place of the mouse *Jκ* segments in the *κ* locus thus generating a fully human LC. For κR-DH, the cDNA coding for the variable/junction domains (VJ) was introduced, generating in the mouse a chimeric human/mouse LC composed of the human VJ domain and the mouse C domain. These constructs were transfected into E14 129 ES cells, selected with Neomycin (Fisher Bioreagent) and Ganciclovir (Sigma–Aldrich), and injected into C57BL/6 blastocysts. Positive F1 mice were crossed with a CMV-Cre deleter strain (B6.C-Tg(CMV-cre)1Cgn/J, The Jackson Laboratory) to remove the Neomycin cassette and then crossed with DH-LMP2A mice, kindly provided by S. Casola (IFOM, Milan, Italy)^33^, to generate the double homozygous strains. The transgenic strategy for *λ*S-DH is shown in Fig. 1A. Mice were maintained in pathogen-free, constant temperature (20–24 °C) and humidity (50% ± 10) conditions, following the French regulations, with food (SAFE® 150 pellets from SAFE diets, France) and water *ad libitum* and 12 h dark, 12 h light cycles. Monitoring of the animals was daily performed by researchers and animal care staff. All procedures used for the characterization of *λ*S-DH mice (flow cytometry, biochemical parameters, fLC dosage, western blot) are detailed below. Experiments were conducted in both male and female adult transgenic mice (>3 months old). Mice were sacrificed using increasing doses of CO_2_ gas at specific time points. All experimental procedures have been approved by our institutional (university of Limoges) review board for animal experimentation (Comité régional d’éthique sur l’expérimentation animale du Limousin—CREEAL) and of the French Ministry of Research (APAFIS #7655-2016112211028184).

### Histological studies

Organ samples for immunofluorescence (IF) studies were OCT-embedded and snap-frozen in isopentane using a Snap Frost 2 (Excilone) immediately after sacrifice. IF was performed on 9 µm cryosections fixed with cold acetone, blocked in PBS with 3% BSA, and then stained with appropriate antibodies and/or CR (Table S3). For Congo Red (CR) staining, 2.87 mM CR alkaline solution was freshly prepared by adding 200 µl of 1% NaOH to 20 ml of 250 mM NaCl and 80% Ethanol CR working solution followed by a 5-min staining before washing with PBS. Slides were observed on a NiE microscope (Nikon). For electron microscopy (EM), tissues were fixed in 4% glutaraldehyde in 0,1 M phosphate buffer (pH 7, 2) at 4 °C, embedded in resin, and ultrathin sections were visualized on a JEOL JEM-1010 electron microscope (JEOL Ltd). For immunogold studies, sections were additionally incubated with an anti-human lambda gold-conjugated antibody. For histochemical staining, tissues were fixed in 4% paraformaldehyde, paraffin-embedded and the slides were stained either with Hematoxylin-Eosin and Congo Red or Masson’s Trichrome. To evaluate the amyloid burden in hearts, a score was established based on the CR fluorescence as follows: score low (=1) corresponds to one or more focal deposits in the myocardium and/or blood vessels; mid (=2) corresponds to some diffuse deposits within the myocardium and along most vascular walls; and high (=3) corresponds to diffuse deposits throughout the myocardium and along all vascular walls.

### Recombinant LC and VL production and purification

To produce the full-length *λ*S-LC, the cDNA obtained from the patient was amplified and cloned in a modified pCpGfree plasmid (Invivogen, San Diego, USA) containing the neomycin resistance gene. Series of transfections in the murine hybridoma/myeloma cell line Sp2/0-Ag14 (ATCC® CRL-1581™) were performed using Cell line Nucleofactor kit V (Amaxa/Lonza, Basel, Switzerland) and a Nucleofactor II device (Amaxa/Lonza, Basel, Switzerland). Positive clones were then selected using neomycin (1 mg/mL, Fisher Bioreagent, Pittsburg, USA). Best producing SP2/0 *λ*S-LC clone was cultured in a mini-bioreactor system (CELLine CL 350, Integra Biosciences), and the secreted fLC was collected according to manufacturer’s instructions. All collected samples were pooled and fLCs were purified by affinity chromatography using fLC-sepharose resins (a kind gift from Binding Site, Birmingham, UK) or LambdaFabSelect column (Cytiva). Protein purity was assessed by SDS-PAGE and Coomassie Blue staining and the resulting purified protein was concentrated (3 kDa Amicon® Ultra filter, Merck, France) and quantified as described above. Recombinant human *λ*S-VL (r*λ*S-VL) was periplasmatically expressed in *E.coli* BL21 competent cells based on the pET12a vector (Novagene) containing an optimal peptide for periplasmic expression and the cDNA coding the VJ region of *λ*S-LC. Signal peptide cleavage left two extra amino acids in N-term (ST) compared to the human VJ sequence (Fig. S2A). After overnight growth, the proteins were extracted with a cold osmotic shock and purified on a POROS™ XQ anion exchange resin (Thermo Fisher Scientific) followed by a Ceramic Hydroxyapatite resin on an AKTA-FPLC system (GE Healthcare). Protein purity was assessed by SDS-PAGE and Coomassie Blue staining and the concentration was determined by BCA assay (Thermo Fisher Scientific). Samples were stored in 10 mM Hepes, 100 mM NaCl, and pH 7.6. Absence of aggregated *λ*S-VL was monitored with a native SEC-UV/MS using an ACQUITY UPLC Protein BEH200 SEC column (4.6 × 150 mm, 1.7 mm particle size; Waters, Milford, MA, USA). An isocratic elution with water at 0.1 mL/min was used for chromatographic separation on a Nexera LC40 system (Shimadzu, Noisiel, France) equipped with UV detection at 280 nm. Sample injection amounts of 10 µg were used and data acquisition was controlled by Hystar (Bruker Daltonics).

### In vitro fibril formation

For aggregation assays, 30 µM of protein (*λ*S-VL or *λ*S-LC) was incubated in aggregation buffer (10 mM Hepes, 100 mM NaCl, 5 mM DTT, 0.8 µg/µl Heparin, pH 7.6) at 37 °C in an orbital shaker at 300 rpm for the appropriate time. For in vitro seeding assays, r*λ*S-VL seeds were prepared by sonication of *λ*S-VL fibrils 20 s at an amplitude of 90% using an Ultrasonic homogenizer (Bandelin). 0.6 µM seeds were mixed with *λ*S-VL or *λ*S-LC before starting the aggregation assay as mentioned above. Fibrilization kinetics was followed by ThT fluorescence (FLUOstar Omega, BMG Labtech), and confirmed by Atomic Force Microscopy (AFM) or Transmission Electron Microscopy (TEM). For TEM analysis, 10 μl of fibril sample was deposited on a formvar/carbon grid of 200 copper mesh (Agar Scientific), and excess liquid was removed. Negative staining was performed with Uranyless 30% ethanol (Em-Grade), washed twice with H2O, and air-dried. Grids were analyzed on a JEOL JEM-1400 Flash Transmission Electron Microscope (JEOL Ltd). For AFM analysis, 10 µl of a fibril sample was applied to a freshly cleaved mica surface (Plano GmbH). After 3 min incubation, the mica was washed with water and dried under airflow. The sample was scanned using the tapping mode on the AFM 5500LS (Agilent). Fibrils were centrifugated, resuspended in sterile water, and kept at 4 °C or −80 °C for short-term or long-term storage, respectively.

### Induction of amyloidosis in mice

Three to 12-month-old *λ*S-DH mice received one i.v. injection of 200 µl of 2 mg/ml r*λ*S-VL seeds (sonicated fibrils) or 4 mg/ml soluble r*λ*S-VL diluted in PBS. Mice were euthanized at different time points, from 48 h to 12 months after the injection. As controls, κR-DH (producing a human monoclonal fLC), DH-LMP2A (producing mouse polyclonal fLCs), and C57/B6 mice were also injected with the same amount of fibrils or soluble proteins and euthanized at different time points for histological analysis.

### Ex vivo amyloid fibrils purification and characterization by mass spectrometry

Amyloid fibrils from unfixed mice heart tissue were either purified or enriched according to previously established protocols with minor modifications^43,60^. Briefly, for purification, frozen hearts were cut into 1 mm pieces, grinded on a 20 µm strainer, and homogenized on TC buffer (20 mM Tris, 138 mM NaCl, 2 mM CaCl_2_, pH 8.0) at 4 °C with a Kontes pellet pestle homogenizer (DWK Life Sciences). After centrifugation at 3100 × *g*, 1 min at 4 °C, the pellet was washed with ice-cold TC buffer and centrifuged several times, before the incubation in a cocktail of collagenase from *C. histolyticum* (Sigma–Aldrich) and DNAse I (Roche) for 2 h at 37 °C and 750 rpm. After centrifugation (3100 × *g* for 30 min), the pellet was washed 5 times with ice-cold TE buffer (20 mM Tris, 140 mM NaCl, 10 mM EDTA, pH 8.0). The resulting pellet was resolubilized with the Kontes pellet pestle homogenizer in ice-cold water and centrifuged at 3100 × *g* 5’ at 4 °C at least 8 times. Supernatant fractions, as well as the remaining pellet, were analyzed by SDS-PAGE. One of the more concentrated fractions was used for further MS analysis. Twenty micrograms of fibril proteins were incubated in 8 M urea (10-fold dilution) for 2 h, then reduced, alkylated, and digested with trypsin by filter-assisted sample preparation method. 250 ng of resulting peptides were analyzed on a nanoElute2 nano-HPLC system (Bruker Daltonics) that was coupled to a TimsTOF Pro 2 mass spectrometer equipped with CaptiveSpray source (Bruker Daltonics). Peptides were separated on a PepSep C18 column (25 cm × 150 μm,1.5 μm (Extreme) Bruker Daltonics) by a linear 30 min water-acetonitrile gradient from 2% (v/v) to 25% (v/v) of ACN. The timsTOF Pro 2 was operated in DDA-PASEF mode (1.1 s standard method) using Compass Hystar 6.2. raw data were analyzed by Proteoscape software using the mouse Swiss-Prot database augmented with the sequence of *λ*S-LC. EmPAI scores were used for analysis and only proteins with at least 2 stripped peptides were considered.

### Amyloid fibrils enrichment and proteolytic pattern of LC

For fibril enrichment, specimens were minced with a scalpel, washed 3 times with 1 ml of PBS containing protein inhibitors (Complete, Roche, Basel), and then manually homogenized in 250 µl of Tris EDTA buffer (20 mM Tris, 140 mM NaCl, Complete protein inhibitors, pH8.0) with a potter pestle. The homogenate was centrifuged for 5 min at 3100 × *g* at 4 °C and the pellet was retained. This step was repeated 10 times overall to remove proteins soluble in the saline solution. The final pellet, enriched in amyloid fibrils and other insoluble proteins, was retained for solubilization and analysis. Two-dimensional polyacrylamide gel electrophoresis (2D-PAGE) and western blotting were performed as follows^12^. Briefly, pellets containing enriched fibrils were incubated for 2 h with 8 M urea, 4% CHAPS, and 0.1 M DTT, followed by protein quantification in supernatants using BCA assay (Thermo Fisher Scientific, Waltham, MA, USA). Fifteen micrograms of proteins were analyzed by SDS-PAGE on 4–20% acrylamide gradient gels (Biorad), under reducing conditions. For 2D-PAGE analysis, proteins (120 μg for Commasie staining; 50 μg for western blotting) were diluted in Destreak Solution (Cytiva, Merck) plus 0.02% v/v pI 3–10 ampholytes (Bio-Rad). IEF was performed using 11 cm strips, non–linear 3–10 pH gradient (Bio-Rad), followed by SDS-PAGE separation on 8–16% polyacrylamide gradient midi gels (Criterion TGX gels, Bio-Rad). IPG strips were rehydrated at 50 V for 12 h, followed by IEF in a Bio-Rad ProteanTM IEF cell. Proteins were reduced (DTT 0.1 M) and alkylated (IAA 0.15 M) between the first and second dimensions. Gels were stained with Coomassie blue (Pierce, Thermo Fisher Scientific, Waltham, MA, USA). For Western blotting, proteins were transferred onto a PVDF membrane (Bio-Rad) and probed with polyclonal rabbit anti-human *λ* LCs (Dako, Agilent, Santa Clara, CA, USA) used at a concentration of 1 μg/ml, followed by incubation with a horseradish-peroxidase conjugated swine anti-rabbit secondary antibody (Dako). Imaging was performed with an ImageQuant LAS 4000 apparatus (GE Healthcare).

### Analysis of protein spots using liquid chromatography-tandem mass spectrometry (LC-MS/MS)

Protein spot excision and in-gel digestion were performed as described in ref. ^9^. Peptides extracted from each spot were analyzed by tandem mass spectrometry using an Ultimate 3000 nanoLC system combined with Thermo Scientific™ Q-Exactive Plus Orbitrap mass spectrometer. Tryptic digests were first loaded on a Thermo Scientific Acclaim PepMap C18 cartridge (0.3 mm × 5 mm, 5 μm/100 Å) and then chromatographed on a Thermo Scientific Easy-Spray Acclaim PepMap C18 column (75 μm × 15 cm, 3 μm/100 Å packing). MS data were processed using the Mascot software (Matrix Science, London, UK) searching into the Swiss-Prot Mus Musculus database, augmented with the sequence of *λ*S-LC.

### High-resolution ultrasound echocardiography

High-resolution data were acquired using the Vevo 3100 high-frequency ultrasound system (FUJIFILM VisualSonics, Canada), equipped with a 40-MHz center frequency MX550D probe, to evaluate left ventricular systolic and diastolic function. Mice were anesthetized with 2.5% isoflurane at 1 ml/min air, and their body temperature was maintained at 37 °C using a heating pad. The mice were secured on a stage for imaging, with the ventral thorax hair removed. Throughout the imaging process, the electrocardiogram and respiratory rate were monitored. We performed 2D echocardiography according to the American Physiological Society guidelines for cardiac measurements in mice^61^. The longitudinal strain was analyzed in the parasternal long-axis (PLAX) view to obtain left ventricular (LV) ejection fraction and LV longitudinal strain and strain rate at early diastole (SRe). A four-chamber view in B-mode was obtained to evaluate diastolic dysfunction using pulse wave (PW) Doppler to assess isovolumic relaxation time, E/A ratio, and E/E’ ratio. A short axis view was used to assess anterior and posterior wall thickness in diastole and systole. LV mass corrected was calculated using this formula: 0.8424 × [(LVID;d + LVPW;d + IVS;d)^3^ − LVID;d^3^]. To assess left atrium anatomy and function, we used 4D ultrasound (US) imaging. The US probe was attached to a linear step motor scanning in the parasternal short-axis (PSAX) view from below the apex to above the aortic arch. Acquisition parameters were set to a gain of 48 dB, a 3D range of 12–15 mm, 3D step size of 0.127 mm, and a frame rate of 400 frames/s. Each image acquisition required 10–15 min to create 4D data throughout one representative cardiac cycle from base to apex. We evaluated the atrial volume at systole and diastole and calculated the left atrium (LA) ejection fraction using the formula: stroke volume/end-diastolic volume. These three measurements provide insights into the heart’s filling and relaxation. Offline image analysis was conducted using Vevo Lab Software 5.8.1 (FUJIFILM VisualSonics). Full data are available upon request.

### Transcriptomic analysis

Total RNA was extracted from the apical part of the hearts of λS-DH and DH-LMP2A mice using the miRNeasy Mini Kit (Qiagen) on the TRIzol reagent and the purity of the samples was assessed on the Bioanalyzer RNA 6000 Nano (Agilent) before generating the libraries from 500 ng of total RNA using the Truseq Stranded mRNA Kit (Illumina), quantified with the Qubit dsDNAHS Assay Kit (Invitrogen). RNA-sequencing was performed on a NovaSeq6000 (Illumina) with a flow cell S4 and a 2 × 150 bp paired-end chemistry. Paired-end reads were processed through the bioinformatic pipeline nf-core/RNAseq v3.12^62^ in reverse strandedness mode. This performed quality control, alignment to the GRCm38 mouse genome with STAR^63^, and quantification by Salmon^64^ with the corresponding genome annotation from the ENSEMBL release 111 database. 

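ComBat-seq, the version of ComBat for counts in the sva package, was run here on the rounded counts with the group kept in its model, in place of the run term in edgeR. On the adjusted counts 766 genes were called between AL and Ctrl, 6 between LS and Ctrl and 610 between AL and the merged controls. With neither adjustment nor run term the numbers were 888, 2 and 633, and 1206 between AL and LS. The runs differed in depth, with medians of 47.8 M counts (M, 1e6) in the first and 8.41 M in the second for AL mice, and of 51 M and 10 M for Ctrl mice.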

The batch effect due to the two separate sequencing runs was taken into account through ComBat adjustment^65^ and the differential analysis performed by EdgeR (Bioconductor)^66^. Genes were considered differentially expressed (DE) if they had a corrected *p* value (FDR) ≤ 0.05 and an absolute foldchange ≥ 1.5. GSEA analysis of the Reactome, Gene Ontology (GO) Biological Process, Cellular Components, and Molecular Function enriched pathways, as well as cell type enrichment by the Mouse Cell Atlas, were performed on WEB-based GEne Set Analysis Toolkit (Web-Gestalt)^67^ using the ranked list of DE genes.

### Thermal stability of the proteins r*λ*S-VL or r*λ*S-LC

The concentration of the proteins was adjusted at 100 µg/ml in Hepes buffer (10 mM Hepes, 100 mM NaCl, pH7.6) and the thermal stability was measured on a Tycho NT.6 (NanoTemper Technologies) between 35 and 95 °C. The thermal unfolding midpoints (T_m_) were calculated using the first derivative of the fluorescence intensity ratio at 350 nm /330 nm, corresponding to a conformational shift of tryptophan residues.

### LC dosage

Serums were analyzed for the presence of FLC using Freelite^TM^ (The Binding Site, Birmingham, UK) assay on BNII nephelometer (Siemens healthcare, Herlangen, Germany) to the appropriate dilution for each sample and according to according to the manufacturer’s instructions.

### Biochemical parameters determination

Biochemical parameters were measured on overnight urine collection and plasma samples, obtained by retro-orbital puncture under anesthesia or by cardiac puncture after their euthanasia on heparin. Plasma concentrations of creatinine were measured on a Konelab 30 analyzer with a creatinine enzymatic test (ThermoFisher Scientific). Urine albumin concentrations were measured using an albumin mouse ELISA kit (Abcam), according to the manufacturer’s recommendations. Mouse N-Terminal Pro-Brain Natriuretic Peptide (NT-proBNP) was estimated in plasma using a mouse NT-proBNP ELISA kit (Elabscience).

### Western blot

Proteins were separated by reducing or non-reducing SDS-PAGE on Mini-Protean TGX Stain-free gels (Biorad). Total protein were detected by the fluorescence of the Stain-Free technology. After the proteins were transferred onto polyvinylidene difluoride membranes (Millipore), membranes were blocked in 5% milk Tris-buffered saline (TBS), followed by incubation with desired antibodies in 3% milk TBS (Table S3), washed three times with TBS 0.1 % Tween and revealed by chemiluminescence (ECL, Pierce).

### Flow cytometry

Splenocytes were isolated by tissue homogenization and stained with the appropriate antibodies (Table S3) in PBS 1x supplemented with 2% fetal calf serum. Flow cytometry analysis was performed on a CytoFLEX (Beckman Coulter) and data were analyzed with Kaluza. Intracellular staining was performed using the Intraprep™ kit (Beckman Coulter).

### In silico study of the *λ*S-VL sequence

The aggregation prediction was generated on Aggrescan4D (https://biocomp.chem.uw.edu.pl/a4d/)^1^ by using the already published structure from the recombinant 6aJL2 germline IGLV6-57 sequence (PDB: 2W0K). The germline sequence was computer-mutated to obtain the sequence from the *λ*S-VL and the resulting structures were analyzed at physiological pH (7.5) at an interaction distance of 5 Å.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

supplementary information

Peer Review File

Reporting Summary

## Source data

Source Data

## Data Availability

Raw data from RNA-seq have been deposited in the European Nucleotide Archive database under access code PRJE81509 (https://www.ebi.ac.uk/ena/browser/view/PRJEB81509) and Gene expression Omnibus (GEO) database under access code GSE286368. *λ*S-LC sequence has been deposited in GenBank with the accession code PQ628092. The mass spectrometry data on purified amyloid fibrils have been deposited to the ProteomeXchange Consortium via the PRIDE [1] partner repository with the dataset identifier PXD059000 (purified amyloid fibrils) (https://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PXD059000) and PXD059046 (proteolytic patterns) (https://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PXD059046). All unique biological materials (recombinant patient’s light chains, transgenic mice) are available from the corresponding author. Source data are provided with this paper.

## References

[1] Merlini, G. & Stone, M. J. Dangerous small B-cell clones. *Blood***108**, 2520–2530 (2006).16794250 10.1182/blood-2006-03-001164

[2] Sanchorawala, V. Systemic light chain amyloidosis. *N. Engl. J. Med.***390**, 2295–2307 (2024).38924733 10.1056/NEJMra2304088

[3] Comenzo, R. L., Zhang, Y., Martinez, C., Osman, K. & Herrera, G. A. The tropism of organ involvement in primary systemic amyloidosis: contributions of Ig V(L) germ line gene use and clonal plasma cell burden. *Blood***98**, 714–720 (2001).11468171 10.1182/blood.v98.3.714

[4] Bodi, K. et al. AL-base: a visual platform analysis tool for the study of amyloidogenic immunoglobulin light chain sequences. *Amyloid***16**, 1–8 (2009).19291508 10.1080/13506120802676781PMC4123194

[5] Blancas-Mejía, L. M., Hammernik, J., Marin-Argany, M. & Ramirez-Alvarado, M. Differential effects on light chain amyloid formation depend on mutations and type of glycosaminoglycans. *J. Biol. Chem.***290**, 4953–4965 (2015).25538238 10.1074/jbc.M114.615401PMC4335233

[6] Kazman, P. et al. Fatal amyloid formation in a patient’s antibody light chain is caused by a single point mutation. *eLife***9**, e52300 (2020).32151314 10.7554/eLife.52300PMC7064341

[7] Morgan, G. J. & Kelly, J. W. The kinetic stability of a full-length antibody light chain dimer determines whether endoproteolysis can release amyloidogenic variable domains. *J. Mol. Biol.***428**, 4280–4297 (2016).27569045 10.1016/j.jmb.2016.08.021PMC5065776

[8] Lavatelli, F. et al. Truncation of the constant domain drives amyloid formation by immunoglobulin light chains. *J. Biol. Chem.***300**, 107174 (2024).38499153 10.1016/j.jbc.2024.107174PMC11016911

[9] Swuec, P. et al. Cryo-EM structure of cardiac amyloid fibrils from an immunoglobulin light chain AL amyloidosis patient. *Nat. Commun.***10**, 1269 (2019).30894521 10.1038/s41467-019-09133-wPMC6427027

[10] Radamaker, L. et al. Role of mutations and post-translational modifications in systemic AL amyloidosis studied by cryo-EM. *Nat. Commun.***12**, 6434 (2021).34741031 10.1038/s41467-021-26553-9PMC8571268

[11] Schulte, T. et al. Helical superstructures between amyloid and collagen in cardiac fibrils from a patient with AL amyloidosis. *Nat. Commun.***15**, 6359 (2024).39069558 10.1038/s41467-024-50686-2PMC11284220

[12] Mazzini, G. et al. Protease‐sensitive regions in amyloid light chains: what a common pattern of fragmentation across organs suggests about aggregation. *FEBS J*. 16182 10.1111/febs.16182 (2021).10.1111/febs.16182PMC929295034482629

[13] Palladini, G. et al. Circulating amyloidogenic free light chains and serum N-terminal natriuretic peptide type B decrease simultaneously in association with improvement of survival in AL. *Blood***107**, 3854–3858 (2006).16434487 10.1182/blood-2005-11-4385

[14] Sikkink, L. A. & Ramirez-Alvarado, M. Cytotoxicity of amyloidogenic immunoglobulin light chains in cell culture. *Cell Death Dis.***1**, e98 (2010).21368874 10.1038/cddis.2010.75PMC3032327

[15] Mishra, S. et al. Human amyloidogenic light chain proteins result in cardiac dysfunction, cell death, and early mortality in zebrafish. *Am. J. Physiol. Heart Circ. Physiol.***305**, H95–H103 (2013).23624626 10.1152/ajpheart.00186.2013PMC3727100

[16] Guan, J. et al. Lysosomal dysfunction and impaired autophagy underlie the pathogenesis of amyloidogenic light chain‐mediated cardiotoxicity. *EMBO Mol. Med.***6**, 1493–1507 (2014).25319546 10.15252/emmm.201404190PMC4237473

[17] Diomede, L. et al. A Caenorhabditis elegans-based assay recognizes immunoglobulin light chains causing heart amyloidosis. *Blood***123**, 3543–3552 (2014).24665135 10.1182/blood-2013-10-525634PMC4047494

[18] Lavatelli, F. et al. Novel mitochondrial protein interactors of immunoglobulin light chains causing heart amyloidosis. *FASEB J.***29**, 4614–4628 (2015).26220173 10.1096/fj.15-272179

[19] Martinez-Rivas, G., Bender, S. & Sirac, C. Understanding AL amyloidosis with a little help from in vivo models. *Front. Immunol.***13**, 1008449 (2022).36458006 10.3389/fimmu.2022.1008449PMC9707859

[20] Solomon, A., Weiss, D. T. & Pepys, M. B. Induction in mice of human light-chain-associated amyloidosis. *Am. J. Pathol.***140**, 629–637 (1992).1546744 PMC1886151

[21] Wall, J. S. et al. Bifunctional amyloid-reactive peptide promotes binding of antibody 11-1F4 to diverse amyloid types and enhances therapeutic efficacy. *Proc. Natl. Acad. Sci. USA***115**, E10839–E10848 (2018).30377267 10.1073/pnas.1805515115PMC6243252

[22] Nuvolone, M. et al. Regulated expression of amyloidogenic immunoglobulin light chains in mice. *AMYLOID***24**, 52–53 (2017).28434289 10.1080/13506129.2017.1289914

[23] Ayala, M. V. et al. A rat model expressing a human amyloidogenic kappa light chain. *Amyloid* 1–2 10.1080/13506129.2021.1877651 (2021).10.1080/13506129.2021.187765133480298

[24] Ward, J. E. et al. Doxycycline reduces fibril formation in a transgenic mouse model of AL amyloidosis. *Blood***118**, 6610–6617 (2011).21998211 10.1182/blood-2011-04-351643PMC3242721

[25] Buxbaum, J. N. Animal models of human amyloidoses: are transgenic mice worth the time and trouble? *FEBS Lett.***583**, 2663–2673 (2009).19627988 10.1016/j.febslet.2009.07.031PMC2749068

[26] Buxbaum, J. N. et al. Why are some amyloidoses systemic? Does hepatic ‘chaperoning at a distance’ prevent cardiac deposition in a transgenic model of human senile systemic (transthyretin) amyloidosis? *FASEB J.***26**, 2283–2293 (2012).22362898 10.1096/fj.11-189571PMC3360152

[27] Swovick, K. et al. Interspecies differences in proteome turnover kinetics are correlated with life spans and energetic demands. *Mol. Cell. Proteom.***20**, 100041 (2021).10.1074/mcp.RA120.002301PMC795020733639418

[28] Blancas-Mejía, L. M., Misra, P. & Ramirez-Alvarado, M. Differences in protein concentration dependence for nucleation and elongation in light chain amyloid formation. *Biochemistry***56**, 757–766 (2017).28074646 10.1021/acs.biochem.6b01043PMC5310643

[29] Sirac, C. et al. Animal models of monoclonal immunoglobulin-related renal diseases. *Nat. Rev. Nephrol.*10.1038/nrneph.2018.8. (2018).10.1038/nrneph.2018.829456245

[30] Sirac, C. et al. Role of the monoclonal kappa chain V domain and reversibility of renal damage in a transgenic model of acquired Fanconi syndrome. *Blood***108**, 536–543 (2006).16543471 10.1182/blood-2005-11-4419

[31] Bender, S. et al. Immunoglobulin light-chain toxicity in a mouse model of monoclonal immunoglobulin light-chain deposition disease. *Blood***136**, 1645–1656 (2020).32559766 10.1182/blood.2020005980

[32] Berghaus, N. et al. Analysis of the complete lambda light chain germline usage in patients with AL amyloidosis and dominant heart or kidney involvement. *PLoS ONE***17**, e0264407 (2022).35213605 10.1371/journal.pone.0264407PMC8880859

[33] Casola, S. et al. B cell receptor signal strength determines B cell fate. *Nat. Immunol.***5**, 317–327 (2004).14758357 10.1038/ni1036

[34] Lechouane, F. et al. B-cell receptor signal strength influences terminal differentiation. *Eur. J. Immunol.***43**, 619–628 (2013).23280426 10.1002/eji.201242912

[35] Wall, J. et al. Thermodynamic instability of human lambda 6 light chains: correlation with fibrillogenicity. *Biochemistry***38**, 14101–14108 (1999).10529258 10.1021/bi991131j

[36] Solomon, A. et al. Transgenic mouse model of AA amyloidosis. *Am. J. Pathol.***154**, 1267–1272 (1999).10233864 10.1016/S0002-9440(10)65378-3PMC1866549

[37] Slamova, I. et al. Plasmin activity promotes amyloid deposition in a transgenic model of human transthyretin amyloidosis. *Nat. Commun.***12**, 7112 (2021).34876572 10.1038/s41467-021-27416-zPMC8651690

[38] Pucci, A. et al. Amyloid deposits and fibrosis on left ventricular endomyocardial biopsy correlate with extracellular volume in cardiac amyloidosis. *J. Am. Heart Assoc. Cardiovasc. Cerebrovasc. Dis.***10**, e020358 (2021).10.1161/JAHA.120.020358PMC875189734622675

[39] Weiss, B. M. et al. Increased serum free light chains precede the presentation of immunoglobulin light chain amyloidosis. *JCO***32**, 2699–2704 (2014).10.1200/JCO.2013.50.0892PMC414518225024082

[40] Winter, M., Tholey, A., Krüger, S., Schmidt, H. & Röcken, C. MALDI-mass spectrometry imaging identifies vitronectin as a common constituent of amyloid deposits. *J. Histochem. Cytochem.***63**, 772–779 (2015).26101327 10.1369/0022155415595264PMC4823803

[41] Buxbaum, J. N. et al. Amyloid Nomenclature 2022: update, novel proteins, and recommendations by the International Society of Amyloidosis (ISA) Nomenclature Committee. *Amyloid***29**, 213–219 (2022).36420821 10.1080/13506129.2022.2147636

[42] Pepys, M. B. The pentraxins 1975-2018: serendipity, diagnostics and drugs. *Front. Immunol.***9**, 2382 (2018).30459761 10.3389/fimmu.2018.02382PMC6232782

[43] Lavatelli, F. et al. Mass spectrometry characterization of light chain fragmentation sites in cardiac AL amyloidosis: insights into the timing of proteolysis. *J. Biol. Chem.***295**, 16572–16584 (2020).32952127 10.1074/jbc.RA120.013461PMC7864057

[44] Feng, D. et al. Intracardiac Thrombosis and embolism in patients with cardiac amyloidosis. *Circulation***116**, 2420–2426 (2007).17984380 10.1161/CIRCULATIONAHA.107.697763

[45] Boldrini, M. et al. Multiparametric echocardiography scores for the diagnosis of cardiac amyloidosis. *JACC Cardiovasc. Imag.***13**, 909–920 (2020).10.1016/j.jcmg.2019.10.01131864973

[46] Chen, X. et al. Small extracellular vesicles from young plasma reverse age-related functional declines by improving mitochondrial energy metabolism. *Nat. Aging***4**, 814–838 (2024).38627524 10.1038/s43587-024-00612-4PMC11186790

[47] Subramanian, A. et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *PNAS***102**, 15545–15550 (2005).16199517 10.1073/pnas.0506580102PMC1239896

[48] Elizarraras, J. M. et al. WebGestalt 2024: faster gene set analysis and new support for metabolomics and multi-omics. *Nucleic Acids Res.***52**, W415–W421 (2024).38808672 10.1093/nar/gkae456PMC11223849

[49] Milacic, M. et al. The Reactome Pathway Knowledgebase 2024. *Nucleic Acids Res.***52**, D672–D678 (2024).37941124 10.1093/nar/gkad1025PMC10767911

[50] Bayes-Genis, A. et al. Biomarkers in heart failure with preserved ejection fraction. *Card. Fail Rev.***8**, e20 (2022).35815256 10.15420/cfr.2021.37PMC9253965

[51] Kumar, S. et al. Serum immunoglobulin free light-chain measurement in primary amyloidosis: prognostic value and correlations with clinical features. *Blood***116**, 5126–5129 (2010).20798235 10.1182/blood-2010-06-290668PMC3012533

[52] Teng, M. H. et al. Amyloid and nonfibrillar deposits in mice transgenic for wild-type human transthyretin: a possible model for senile systemic amyloidosis. *Lab. Investig.***81**, 385–396 (2001).11310831 10.1038/labinvest.3780246

[53] Hawkins, P. N., Myers, M. J., Epenetos, A. A., Caspi, D. & Pepys, M. B. Specific localization and imaging of amyloid deposits in vivo using 123I-labeled serum amyloid P component. *J. Exp. Med.***167**, 903–913 (1988).3351437 10.1084/jem.167.3.903PMC2188867

[54] Arosio, P., Knowles, T. P. J. & Linse, S. On the lag phase in amyloid fibril formation. *Phys. Chem. Chem. Phys.***17**, 7606–7618 (2015).25719972 10.1039/c4cp05563bPMC4498454

[55] Radamaker, L. et al. Cryo-EM structure of a light chain-derived amyloid fibril from a patient with systemic AL amyloidosis. *Nat. Commun.***10**, 1103 (2019).30894526 10.1038/s41467-019-09032-0PMC6427026

[56] del Pozo Yauner, L. et al. Influence of the germline sequence on the thermodynamic stability and fibrillogenicity of human lambda 6 light chains. *Proteins***72**, 684–692 (2008).18260098 10.1002/prot.21934

[57] Falk, R. H., Alexander, K. M., Liao, R. & Dorbala, S. AL (light-chain) cardiac amyloidosis: a review of diagnosis and therapy. *J. Am. Coll. Cardiol.***68**, 1323–1341 (2016).27634125 10.1016/j.jacc.2016.06.053

[58] Genereux, J. C. et al. Unfolded protein response-induced ERdj3 secretion links ER stress to extracellular proteostasis. *EMBO J.***34**, 4–19 (2015).25361606 10.15252/embj.201488896PMC4291477

[59] Mesgarzadeh, J. S., Buxbaum, J. N. & Wiseman, R. L. Stress-responsive regulation of extracellular proteostasis. *J. Cell Biol.***221**, e202112104 (2022).35191945 10.1083/jcb.202112104PMC8868021

[60] Pras, M., Schubert, M., Zucker-Franklin, D., Rimon, A. & Franklin, E. C. The characterization of soluble amyloid prepared in water. *J. Clin. Investig.***47**, 924–933 (1968).5641627 10.1172/JCI105784PMC297240

[61] Lindsey, M. L., Kassiri, Z., Virag, J. A. I., de Castro Brás, L. E. & Scherrer-Crosbie, M. Guidelines for measuring cardiac physiology in mice. *Am. J. Physiol. Heart Circ. Physiol.***314**, H733–H752 (2018).29351456 10.1152/ajpheart.00339.2017PMC5966769

[62] Patel, H. et al. Nf-Core/Rnaseq: Nf-Core/Rnaseq v3.12.0 - Osmium Octopus. (Zenodo, 10.5281/zenodo.7998767 (2023).

[63] Dobin, A. et al. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics***29**, 15–21 (2013).23104886 10.1093/bioinformatics/bts635PMC3530905

[64] Patro, R., Duggal, G., Love, M. I., Irizarry, R. A. & Kingsford, C. Salmon provides fast and bias-aware quantification of transcript expression. *Nat. Methods***14**, 417–419 (2017).28263959 10.1038/nmeth.4197PMC5600148

[65] Zhang, Y., Parmigiani, G. & Johnson, W. E. ComBat-seq: batch effect adjustment for RNA-seq count data. *NAR Genom. Bioinforma.***2**, lqaa078 (2020).10.1093/nargab/lqaa078PMC751832433015620

[66] Robinson, M. D., McCarthy, D. J. & Smyth, G. K. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics***26**, 139–140 (2010).19910308 10.1093/bioinformatics/btp616PMC2796818

[67] Liao, Y., Wang, J., Jaehnig, E. J., Shi, Z. & Zhang, B. WebGestalt 2019: gene set analysis toolkit with revamped UIs and APIs. *Nucleic Acids Res.***47**, W199–W205 (2019).31114916 10.1093/nar/gkz401PMC6602449

# Supplementary material for: A mouse model of cardiac immunoglobulin light chain amyloidosis reveals insights into tissue accumulation and toxicity of amyloid fibrils
**Source:** Nat Commun. 2025 Mar 27;16:2992. doi: 10.1038/s41467-025-58307-2
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Fluorescent microscope: NiE microscope (Nikon)<br>Electron microscopy: JEOL JEM-1400 Flash Transmission (in vitro fibrils) and JEOL JEM-1010 (ultrastructural studies on tissues)<br>AFM: S500LS (Agilent)<br>Flow Cytometer: CytoFLEX (Beckman coulter)<br>MS device 1: TimsTOF Pro 2<br>MS device 2: Thermo Scientific™ Q-Exactive Plus Orbitrap<br>ThT mesurement: FLUOstar Omega (BMG Labtech)<br>Echocardiography: Vevo 3100 high-frequency ultrasound system (FUJIFILM VisualSonics, Canada)<br>RNAseq Sequencer: Illumina NovaSeq6000<br>Protein thermal stability: Tycho NT.6 (NanoTemper Technologies)<br>FLC dosage: BNII nephelometer (Siemens healthcare, Herlangen, Germany) |
| Data analysis   | Microscopy: NIS elements AR 6.10.01<br>Flow Cytometer: Kaluza version 2.3 (Beckman Coulter)<br>MS: Bruker ProteoScape™ (Bruker) and Mascot software (Matrix Science, London, UK)<br>Echocardiography: Offline image analysis was conducted using Vevo Lab Software 5.8.1 (FUJIFILM VisualSonics)<br>RNAseq: nf-core/rnaseq v3.12 package + EdgeR 4.0 (Bioconductor) + WEB-based GENE SeT AnaLysis Toolkit (Web-Gestalt)                                                                                                                                                                                                                                                                   |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw data from RNA-seq have been deposited in the European Nucleotide Archive database under access code PRJE81509 (<https://www.ebi.ac.uk/ena/browser/view/PRJE81509>) and Gene expression Omnibus (GEO) database under access code GSE286368 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE286368>).  $\lambda$ S-LC sequence has been deposited in genBank with the accession code PQ628092 (<https://www.ncbi.nlm.nih.gov/nucleotide/PQ628092>). The mass spectrometry data on purified amyloid fibrils have been deposited to the ProteomeXchange Consortium via the PRIDE [1] partner repository with the dataset identifier PXD059000 (purified amyloid fibrils) (<https://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PX059000>) and PXD059046 (proteolytic patterns) (<https://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PX059046>). All unique biological materials are available from the corresponding authors (upon a material transfer agreement) or standard commercial sources

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                                       |
|--------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | male                                                                                                                                                                                                                  |
| Reporting on race, ethnicity, or other socially relevant groupings | not applicable                                                                                                                                                                                                        |
| Population characteristics                                         | not applicable (one patient for LC sequence extraction)                                                                                                                                                               |
| Recruitment                                                        | not applicable (one patient)                                                                                                                                                                                          |
| Ethics oversight                                                   | Written informed consent was obtained from the participant and This study has received approval for retention and treatment of human biological samples from the Comité de Protection des Personnes (CPP DC-2008-111) |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample sizes but they were consistent with standard in the field of animal experimentation and compatible with the recommendations of our institutional review board for animal experimentation. RNAseq was conducted on a minimum of 4 samples/group and up to 9 samples/group which is above the standards in the field. |
| Data exclusions | No data were excluded except when mice presented with apparent diseases not related to amyloidosis (tumor). All excluded mice are indicated in the manuscript with the explanation                                                                                                                                                                                          |
| Replication     | At least 2 independent experiments, and when possible more than 3 were carried throughout the study with reproducible results between experiments                                                                                                                                                                                                                           |
| Randomization   | Not applicable. Groups in this study were selected according to their genotype.                                                                                                                                                                                                                                                                                             |
| Blinding        | All amyloid scores in tissues were established from at least 2 independent researchers in a blinded fashion (anonymous slides)                                                                                                                                                                                                                                              |

# Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).                                                                                                                                                                                                                                                                                 |
| Research sample   | State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.                                                                                                                                  |
| Sampling strategy | Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed. |
| Data collection   | Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.                                                                                            |
| Timing            | Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.                                                                                                                                                                                                                                                                                                                                     |
| Data exclusions   | If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                                                                                                                                                                                |
| Non-participation | State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.                                                                                                                                                                                                                                                                                               |
| Randomization     | If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.                                                                                                                                                                                                                                                                         |

# Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|--------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description        | Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.                                                                                                                                                                                                                                          |
| Research sample          | Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i> , all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source. |
| Sampling strategy        | Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.                                                                                                                                                                                       |
| Data collection          | Describe the data collection procedure, including who recorded the data and how.                                                                                                                                                                                                                                                                                                                                                                        |
| Timing and spatial scale | Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken                                                                                                                                                       |
| Data exclusions          | If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                                                                                                                                                                       |
| Reproducibility          | Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.                                                                                                                                                                                                                 |
| Randomization            | Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.                                                                                                                                                                                                                                                      |
| Blinding                 | Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.                                                                                                                                                                                                                                                                           |

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

|                        |                                                                                                                                                                                                                                                                                                                                       |
|------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field conditions       | <i>Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).</i>                                                                                                                                                                                                                      |
| Location               | <i>State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).</i>                                                                                                                                                                                         |
| Access & import/export | <i>Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).</i> |
| Disturbance            | <i>Describe any disturbance caused by the study and how it was minimized.</i>                                                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

| n/a                      | Involved in the study                                           | n/a                      | Involved in the study                              |
|--------------------------|-----------------------------------------------------------------|--------------------------|----------------------------------------------------|
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  | <input type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Eukaryotic cell lines       | <input type="checkbox"/> | <input checked="" type="checkbox"/> Flow cytometry |
| <input type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          | <input type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Animals and other organisms |                          |                                                    |
| <input type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                          |                                                    |
| <input type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |                          |                                                    |
| <input type="checkbox"/> | <input type="checkbox"/> Plants                                 |                          |                                                    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>All antibodies used in the study are commercially available and indicated in the supplemental table S3 except the anti-IGLV6-57 which was acquired from Alan Solomon's lab (reference in the text).</p> <p>list below: (target/clone#/Manufacturer/Batch#/Origin/Conjugation/Dilution/Application</p> <p>Anti-B220 Mouse Clone RA3-6B2 (Becton Dickinson #562922) Rat BV421 1/100 Flow cytometry</p> <p>Anti-CD138 Mouse Clone 281-2 (BD Biosciences #558626) Rat APC 1/100 Flow cytometry</p> <p>Anti-human VL6 Human Monoclonal (from A. Solomon's lab) Mouse Unconjugated 1/200 Western-Blot</p> <p>Anti-lambda Human Polyclonal (southernBiotech #2070-01, #2070-04REF) Goat Unconjugated or AP 1/1000 ELISA</p> <p>Anti-lambda Human Polyclonal (Beckman CoulterDako ##A0194REF)</p> <p>Goat Unconjugated, AP, HRP, gold particles 1/1000 ELISAWestern Blot</p> <p>Anti-lambda Human Polyclonal (Dako, #F0435) Rabbit (Fab'2) FITC 1/2000 Flow cytometry+ IF + Western-Blot</p> <p>Anti-lambda Human Clone [4C2] Monoclonal (Abcam, #ab77275) Mouse FITC 1/50 IF</p> <p>Anti-IgG Rabbit Polyclonal (Beckman Coulter, #4050-05) Goat HRP 1/2000 Western-Blot</p> <p>Anti-IgG Mouse Polyclonal (Beckman Coulter #REF1031-05) Goat HRP 1/2000 Western-Blot</p> <p>Anti-SAA1+SAA2 Mouse Polyclonal (Abcam, #ab199030) Rabbit Unconjugated 1/120 IF</p> <p>Anti-ApoA2 Mouse Polyclonal (AbClonalcam, #A14690REF) Rabbit Unconjugated 1/100 IF</p> <p>Anti-IgG Rabbit Polyclonal (Molecular probes #A21245) Goat AF647 1/100 IF</p> <p>Anti-SAP Mouse Clone 300103, Polyclonal (R&amp;D Systems #REFMAB2556) Rat Unconjugated 1/100 IF</p> <p>Anti-IgG Rat Polyclonal (Molecular probes #A11081) Goat AF546 1/100 IF</p> |
| Validation      | <p>All antibodies have been validated by the manufacturer. We used the protocols and dilution recommendations of the manufacturers and validated again in our lab on positive and negative controls when possible. The anti-human LC antibodies were validated in our human LC expressing mice with WT mice as negative controls and in WB on purified recombinant proteins or purified fibrils. The anti-IGLV6-57 antibody has been validated using recombinant IGLV6-57 variable domain protein and further tested against other variable domain for specificity.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                     |            |
|---------------------|------------|
| Cell line source(s) | ATCC       |
| Authentication      | SP2/0.Ag14 |

|                                                                      |                     |
|----------------------------------------------------------------------|---------------------|
| Mycoplasma contamination                                             | No (tested monthly) |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | NA                  |

## Palaeontology and Archaeology

|                                                                                                                                                 |                                                                                                                                                                                                                                                                                      |
|-------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance                                                                                                                             | <i>Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.</i>       |
| Specimen deposition                                                                                                                             | <i>Indicate where the specimens have been deposited to permit free access by other researchers.</i>                                                                                                                                                                                  |
| Dating methods                                                                                                                                  | <i>If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.</i> |
| <input type="checkbox"/> Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information. |                                                                                                                                                                                                                                                                                      |
| Ethics oversight                                                                                                                                | <i>Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.</i>                                                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mus musculus. DH-LMP2A mice generation was previously described (Casola et al, 2001, Lechouane et al, 2013). LS-DH mice were generated as previously described in Bender et al 2020 and Martinez-Rivas et al, 2022 by crossing DH-LMPA2 mice with LS knock-in mice. Housing and feeding conditions are described in the Methods section and are compliant with the recommendations of our review board for animal experimentation. |
| Wild animals            | No wild animals were used in the study                                                                                                                                                                                                                                                                                                                                                                                             |
| Reporting on sex        | male and female                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Field-collected samples | Not applicable                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Ethics oversight        | All experimental procedures have been approved by our institutional (University of Limoges) review board for animal experimentation (CEEA - 033 "Comité régional d'éthique sur l'expérimentation animale du Limousin") and the French Ministry of Research (APAFIS #7655-2016112211028184).                                                                                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                          |
|-----------------------------|--------------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | <i>Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.</i>                            |
| Study protocol              | <i>Note where the full trial protocol can be accessed OR if not available, explain why.</i>                              |
| Data collection             | <i>Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.</i> |
| Outcomes                    | <i>Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.</i>          |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

- |                                     |                                                     |
|-------------------------------------|-----------------------------------------------------|
| No                                  | Yes                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

- |                                     |                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| No                                  | Yes                                                                                                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Plants

Seed stocks

*Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.*

Novel plant genotypes

*Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.*

Authentication

*Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.*

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*

*For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.*

Files in database submission

*Provide a list of all files available in the database submission.*

Genome browser session

(e.g. [UCSC](#))

*Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.*

### Methodology

Replicates

*Describe the experimental replicates, specifying number, type and replicate agreement.*

Sequencing depth

*Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.*

Antibodies

*Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.*

Peak calling parameters

*Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.*

Data quality

*Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.*

Software

*Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.*

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

tissue homogenization (spleen) and staining in saturation (2% FCS or BSA) buffer with appropriate antibodies. In some cases, we used the Intraprep™ kit (Beckman Coulter) for intracellular stainings.

Instrument

CytoFLEX (Beckman Coulter)

Software

Kaluza

Cell population abundance

normal

Gating strategy

indicated in the manuscript

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

*Indicate task or resting state; event-related or block design.*

Design specifications

*Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.*

Behavioral performance measures

*State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).*

### Acquisition

Imaging type(s)

*Specify: functional, structural, diffusion, perfusion.*

Field strength

*Specify in Tesla*

Sequence &amp; imaging parameters

*Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.*

Area of acquisition

*State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.*

Diffusion MRI

☐ Used☐ Not used

### Preprocessing

Preprocessing software

*Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).*

Normalization

*If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.*

Normalization template

*Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.*

Noise and artifact removal

Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).

Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

## Statistical modeling & inference

Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

(See [Eklund et al. 2016](#))

Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

## Models & analysis

n/a | Involved in the study

☒ ☐ Functional and/or effective connectivity☒ ☐ Graph analysis☒ ☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).

Graph analysis

Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).

Multivariate modeling and predictive analysis

Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.

How the deposited data were processed for this re-analysis (not part of the article)

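RNA sequencing of the heart apex was analysed in 20 mice: 9 λS-DH mice with amyloid deposits (AL), 4 λS-DH mice without deposits (LS) and 7 DH mice (Ctrl). The authors aligned stranded paired-end reads to GRCm38 with STAR, quantified genes with Salmon within the nf-core RNA-seq workflow, and deposited the estimated counts of 25308 genes in 1 table, without normalization or adjustment for the sequencing run; all of its sample columns were used. Of the deposited estimated counts, 14.2% were not whole numbers, and all were rounded to whole numbers before the count tests. Each mouse was matched to its column by the library name in the sample labels, which also gave its group, number and sequencing run. The first run held 15 mice, and the second run 5 mice (2 AL and 3 Ctrl). Total counts per mouse lay between 7867642 and 62668146. A count of 3 was used as the floor of detection, which corresponds to 0.0479 to 0.381 CPM, and covers counting error only. Correlations between libraries lay between 0.893 and 0.98, and no 2 libraries were identical.

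Genes were filtered with filterByExpr of edgeR 4.0.16 (minimum count 10, by the 3 groups), which kept 14477 genes. Libraries were scaled by TMM, and differential expression was tested with glmQLFit and glmQLFTest, with group and sequencing run in the model, in R 4.3.3. The 3 groups were fitted together for AL against Ctrl, AL against LS and LS against Ctrl. LS and Ctrl were merged into 1 group for AL against merged controls. All p-values are two-sided unless stated, and FDR is the Benjamini-Hochberg adjusted p. A gene was called at an FDR under 0.05 with an absolute log2FC of at least 0.58, or of at least 1 against merged controls. Standard errors of log2FC were derived from the quasi-likelihood F statistic, and CPM values are TMM-normalized.

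PCA and average-linkage clustering (distance 1 minus Pearson correlation, taken at 2 clusters) used the 500 genes of highest variance of log2 CPM (prior count 2) after removeBatchEffect of limma 3.58.1. Differences in PC1 score were tested over all splits of the mice (exact permutation test), and clusters by Fisher's exact test. Reactome enrichment used fgsea 1.28.0 with sets of 5 to 2000 genes and the sets shipped with it, matched through Entrez identifiers of the GENCODE M21 annotation. Fixed lists, 44 in number (42 with at least 3 tested genes), covered cell types, toxicity responses, gene families and the genes the paper names, and were tested with camera (correlation preset at 0.01), fry and camera with an estimated correlation. Medians of lists come from a linear model of log2 CPM, and values of single genes from edgeR. Gene coordinates come from GENCODE M21 on GRCm38, which matched 14282 of the tested genes (98.7%). Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

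The groups, tests, thresholds, gene lists and a set of alternatives were chosen before the data were examined. These alternatives were no filter, a filter of at least 10 counts in every mouse, RLE factors, DESeq2 1.42.0, edgeR's likelihood ratio test, ComBat-seq (sva 3.50.0) in place of the run term, no run term, the first run alone, the replicate number as a block, Xist as a covariate, fits of only the 2 groups compared, each mouse left out in turn, the mean of the contrasts with LS and Ctrl, their sum (contrast 2, -1, -1), a threshold of 0.58 for the merged comparison, and other rankings, gene numbers and set tests. Added after seeing the data were offsets for transcript length and GC content, counts summed over gene IDs that share a symbol, the mean log2 CPM of 26 liver genes as a covariate, and leaving out each mouse in the set tests, the PCA and the clustering. Fits of only the 2 groups compared used mice of the first run alone where LS was a group. Other splits of the mice into groups of the same sizes were drawn 100 times per comparison.

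Named genes are those the paper names in its RNA-seq results or in Fig. 7G, the 5 largest rises and 5 largest falls against merged controls among called genes with a mean of at least 1 CPM and the same side of the control median in all AL mice, the genes called between LS and Ctrl, immunoglobulin and sex-linked genes, and called collagens, MMPs, ADAMs, ADAMTSs, TIMPs, cathepsins and toxicity genes. Genes outside this rule are said to have been picked out after their values were seen. The count tests and set tests were tested on simulated data with the real library sizes and absolute log2FC of 0.8 to 3 in AL and of 2 in LS mice, so that smaller changes were not covered. They recovered 91.5% of 224 changed genes for AL against Ctrl (14344 genes, 1.44% of calls false), 89.5% of 200 for LS against Ctrl (14344 genes, 2.72%) and 82.1% of 224 for AL against merged controls (14144 genes, 1.08%). The set test recovered the 1 changed set and called 0 of 40 unchanged sets. Genes were drawn independently of each other in these simulated data. Correlation between genes was thus absent, and the result does not show how often the set test calls unchanged lists in real data.

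The paper's Supplementary Tables S1 and S2, its WebGestalt, gene ontology and Mouse Cell Atlas output, and the amyloid scores, echocardiography and NT-proBNP values of single mice were not used here.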

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

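In this part, the tests of whether the interferon response is limited to one sequencing run, of whether AL9 carries the change of the ECM genes and of liver RNA were chosen only after the results were seen.

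Within each group, the mouse farthest from the others was compared with its nearest neighbour, for each named gene. The measure was the gap divided by the range of the group (Dixon's criterion at the 95% level). Ratios were taken on log2 CPM, and the CPM values printed beside them are not logged. Of 135 gene and group pairs, 20 passed the criterion, where chance gives about 6.75, and 7 of the 20 were a high value in AL9. These were Col16a1 (ratio 0.711, 61.6 CPM against 14.2 CPM in the next AL mouse), Adamts2 (0.653, 97.5 against 25.8 CPM), Col27a1 (0.599, 27.1 against 8.3 CPM), Col1a2 (0.56, 713 against 139 CPM), Adam8 (0.534, 9.21 against 3.52 CPM), Mmp19 (0.533, 33.8 against 10.4 CPM) and Fn1 (0.528, 665 against 129 CPM). Low depth argues little here, since several of these genes stand at 61.6 CPM or more in AL9, far above the floor of its library. Without AL9 the ECM genes of Fig. 7G passed the camera test (median log2FC 0.31 in place of 0.60, FDR = 0.0196, where 27 alternatives gave 0.000728 to 0.687). This does not decide how far AL9 carries the list, since the study chose these genes on the same mice. AL9 may have a heavier matrix response than the other AL mice, or a different share of tissue in its sample. The amyloid score of AL9 and its histology were not analysed here, and these explanations stay open.

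AL8, the other AL mouse of the second run, was low for 5 genes: Col8a2 (ratio 0.617, 0.118 against 0.752 CPM), Snx10 (0.584, 5.57 against 9.04 CPM), Serping1 (0.53, 71.1 against 128 CPM), C1qa (0.529, 15.3 against 39.4 CPM) and C3ar1 (0.508, 3.44 against 6.88 CPM). Among controls, Ctrl6 was low for Nppa (0.683, 3.88 against 44.3 CPM) and Col8a2 (0.709, 0 against 0.326 CPM), Ctrl5 for Col25a1 (0.617, 0 against 0.249 CPM) and LS1 for Col7a1 (0.893, 0.189 against 0.308 CPM). Of these mice, AL8, Ctrl5 and Ctrl6 belong to the second run, and the values of Col8a2 and Col25a1 there lie near the floor, where counting error is large. The low Nppa of Ctrl6 is above the floor. No biological explanation of these single values was tested.

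A pair of genes was read in a single LS mouse, LS2, giving the highest possible ratio of 1: the Nnt entry ENSMUSG00000116207 (14.1 CPM against 0) and CAAA01066123.1 (1.03 CPM against 0). The Nnt entry shares its symbol and almost its whole position with ENSMUSG00000025453, so reads could move between the pair. After the pair was summed, the change of Nnt in AL against merged controls turned from a rise to a fall (log2FC -0.64), and of 19 symbols with a called copy 52.6% were still called, so splitting of reads alone does not account for all calls of this kind. A variant of the Nnt locus that differs between the mice is a candidate explanation that was not tested.

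AL6 was high for Fgb (ratio 0.538, 1 against 0.155 CPM) and Plg (0.533, 0.623 against 0.118 CPM), both liver genes. AL6 also had the highest Alb of the AL mice (21.7 CPM). These values are consistent with a trace of liver RNA in this sample, as in 5 control mice, where 72% of the other liver genes rank the same 5 mice highest as Alb does.

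The effect of AL against Ctrl mice differed between the sequencing runs for 214 of 14306 genes (counts summed by symbol, interaction term of the quasi-likelihood fit, FDR under 0.05), and for 168 of them the signs were opposite. The larger effect was that of the second run for 80.4% of these genes (172). This does not decide whether the lower depth there plays a part, since genes selected in a noisier run also show larger effects in it. Segments of another strain could bring the genes together on chromosomes. Of the genes, 57 lay within 1 Mb of another, against 59.2 on average in 10000 random draws (permutation p = 0.623). This count cannot detect segments that hold few of the genes, or genes more than 1 Mb apart. It does not decide whether such segments play a part. Some of the genes, picked out after their values were seen, separated AL1 to AL7 from all other mice. Stbd1 (chromosome 5, 92603041 to 92606579) was at 0.3 to 0.711 CPM in AL1 to AL7 and at 7.27 to 16.4 CPM in every other mouse, and Rbpj-ps3 (chromosome 6, 46529354 to 46530794) at 0.0474 to 0.152 CPM against 2.25 to 5.39 CPM. Apool was at 2.51 to 3.22 CPM against 12 to 45 CPM. A shared origin of AL1 to AL7, such as a litter or colony, or a difference in induction could produce such patterns, and neither was tested. With 2 AL and 3 Ctrl mice in the second run, the interaction rests on few mice. Depth, run and mice cannot be told apart for the 214 genes as a set, as each run holds its own mice at its own depth. In Stbd1, Rbpj-ps3 and Apool the controls of the first run lay with the mice of the second. These genes were picked out, and do not decide it for the set.

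Of 42 lists, the interferon response had the lowest camera p for a difference between the runs, while the neutrophil list differed more in size and by the fry test. Against Ctrl mice its 24 genes had a median log2FC of 1.54 in the first run and -0.41 in the second (camera of limma on the interaction, FDR = 1.57e-14 with Benjamini-Hochberg adjustment and 3.73e-16 before it; fry FDR = 0.0259). The change is thus seen in one run only, and may reflect an exposure or age difference of those AL or Ctrl mice as well as amyloid, since the run coincides with a different set of mice. The neutrophil list (-0.82 and 4.15, camera FDR = 7.84e-11, 3.73e-12 before adjustment, fry FDR = 0.000108) and the endothelial list (0.39 and -0.37, camera FDR = 7e-07, 5e-08 before adjustment, fry FDR = 0.00988) also differed. The rise of neutrophil genes in the second run rests on AL8 and AL9, the only AL mice in that run. Further lists differed between runs by camera but not by fry (lowest fry FDR 0.0817, laminins). Their camera FDR was 0.0109 for the ECM genes of Fig. 7G and for laminins, and 0.0122 for mitochondrially encoded genes. It was 0.0166 for matrix metalloproteinases, 0.024 for collagens and for erythroid genes, 0.0337 for dendritic cells and 0.0354 for B cells.

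The paper does not discuss interferon response genes beyond Irf7. Pooled over the runs the list had a median log2FC of 1.18 against merged controls, with 23 of 24 genes higher in AL, and 16 called. Its difference between runs (3.73e-16 before adjustment) leaves open whether it follows amyloid. In LS mice the same list was lower than in Ctrl mice (median log2FC -0.65, all 24 genes lower, camera FDR = 8.41e-09 but fry FDR = 0.718, each with Benjamini-Hochberg adjustment). Within the first run, which holds all LS mice, the median was -0.31 (camera FDR = 0.0175), so the pooled value leans on mice of the other run. The pooled rise in AL compares AL mice with controls that may differ among themselves.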

How the results depend on the processing

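The tests with offsets, summed symbols, the liver covariate and mice left out of set tests, PCA and clusters were chosen after the result was seen. Besides the counts, set numbers, PC1 and clusters, 134 results for single genes, lists and the extracellular matrix set were followed. Of their values under the alternatives, 4161 kept their direction and side of the threshold (or stayed within the spread or 1.5 times the count), 219 became weaker, 102 stronger, 29 moved by more than 1.5 times, and 7 changed sign. Unless stated, the cause was not tested.

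For DEG AL vs Ctrl, 1130 genes became 587 with at least 10 counts in every mouse, where fewer genes were tested, and 922 to 1336 across fits that each left out 1 mouse (972 without AL9). For DEG AL vs LS, 1288 became 648 on ComBat-seq adjusted counts (54.2% higher in place of 65.9%), and 959 to 1455 with 1 mouse left out (1436 without AL9). For DEG LS vs Ctrl, 3 became 21 with DESeq2, 9 with the likelihood ratio test and 6 on ComBat-seq counts, and 3 to 4 with 1 mouse left out. For DEG AL vs merged controls, 707 became 138 with at least 10 counts in every mouse, 1904 with the contrast 2, -1, -1, which doubles the log2FC but not its threshold, and 1468 with a log2FC threshold of 0.58, and 630 to 770 with 1 mouse left out (667 without AL9). The share of higher genes in this comparison was 56%, and 71.7% with at least 10 counts in every mouse and 79.5% with the liver covariate.

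The difference in PC1 between AL and controls was 31 to 37.8 with 1 mouse left out and 20.1 (exact permutation p = 0.12) without removal of the run effect. That between LS and Ctrl was -0.25 with all tested genes, -17.0 without removal of the run effect, and from -4.57 (without LS2) to 9.56 (without LS1). Fisher's exact p of the clusters was 0.45 with all tested genes, with the 2000 most variable genes and with the liver list removed, and 0.0325 to 0.0867 with 1 mouse left out.

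The number of Reactome sets went from 19 to 45 with all genes ranked, to 46 with camera on all genes and to 0 with the liver covariate, where 4 had an unadjusted p under 0.05. Called genes of the extracellular matrix organization set went from 20 to 3 with at least 10 counts in every mouse, and to 16 (without AL9) to 24 with 1 mouse left out. Of the fixed lists for AL against merged controls, 8 passed camera, 15 fry and 0 camera with an estimated correlation (lowest FDR 0.397), and 5 (without AL9) to 12 with 1 mouse left out. For LS against Ctrl, 7 passed camera, 0 fry, 0 with an estimated correlation and 4 with at least 10 counts in every mouse, and 3 (without LS4) to 9 with 1 mouse left out.

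Replicate numbers are shared between the groups but do not pair the mice: of 15 same-numbered pairs, 3 had a correlation of their deviations over 0.1 (from -0.248 to 0.297). With the number as a replicate block, 851 genes were called between AL and Ctrl (41.2% higher), 1228 between AL and LS, 3 between LS and Ctrl and 539 against merged controls (46.9% higher). Under the block, signs changed for Fn1, AL vs Ctrl (-0.0308) and Mmp3, AL vs Ctrl (-0.0699), for Mmp3, AL vs merged controls (-0.00615) and Nppb against LS (-0.46). Nppa against merged controls lost its call (log2FC 1.52, FDR = 0.054, quasi-likelihood test with Benjamini-Hochberg adjustment, range over 36 alternatives 0.000366 to 0.054). The block is no evidence of a weaker effect.

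Elsewhere, signs changed for Nppb against LS with Xist as a covariate (-0.12), for Col1a2, AL vs Ctrl without AL9 (-0.0410, the lowest of its values with 1 mouse left out, the highest being 0.975 without Ctrl1) and for the Nnt entry ENSMUSG00000116207 with counts summed by symbol (-0.64), by construction of that sum. The depth of the second run limits genes of low expression: its 5 libraries hold far fewer counts than those of the first.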

Differences from the paper's values

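For AL against merged controls, 707 genes were called against the paper's 2034. Among the alternatives set before the data were examined, the contrast 2, -1, -1 with 1904 genes and a log2FC threshold of 0.58 with 1468 came within 1.5 times the paper's number, and the others did not. Of these genes 396 were higher, against the paper's 1093; the same 2 alternatives, with 1186 and 905, closed this gap and the others did not. Lower were 311 genes against the paper's 941, and only the contrast 2, -1, -1 closed the gap, with 718.

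Reactome sets past the threshold numbered 19 against the paper's 9, and none of the alternatives set before the data were examined closed the gap (45 with all tested genes ranked, 20 with a ranking by signed -log10 p, 46 with camera). Called genes of extracellular matrix organization numbered 20 against the paper's 41. The contrast 2, -1, -1 gave 41 and the threshold of 0.58 gave 40, and the others did not close the gap.

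The log2FC of Nppb against merged controls was 0.82 against the paper's 2.18, and none of the alternatives set before the data were examined came within 1 standard error of it. The nearest was the contrast 2, -1, -1 with 1.50, where the paper's value was 1.45 times as large.

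The log2FC of Mmp12 was 4.77, against the paper's about 16 in Fig. 7G, read by eye. That of Gpnmb was 2.17 against about 7.5 in Fig. 7G, that of Nmrk2 2.41 against about 7.3 in Fig. 7G, and that of Lgals3 1.95 against about 6.8 in Fig. 7G, all read by eye. Timp1 had 1.72 against about 6.3 in Fig. 7G, Ltbp2 1.63 against about 6.3 in Fig. 7G, Nppa 1.99 against about 5.5 in Fig. 7G and Irf7 1.84 against about 5.5 in Fig. 7G, all read by eye. None of the alternatives set before the data were examined came within 1 standard error of the paper's value for any of these 8 genes. With the contrast 2, -1, -1 the values were 9.67 for Mmp12, 4.24 for Gpnmb, 4.74 for Nmrk2, 4.01 for Lgals3, 3.39 for Timp1, 3.19 for Ltbp2, 3.86 for Nppa and 3.89 for Irf7. The paper's values for these genes and Nppb were 2.67 to 3.87 times those found here, and 1.41 to 1.97 times those of the contrast 2, -1, -1 (1.43 for Nppa and 1.41 for Irf7). With the values of that contrast also divided by ln 2, a scale chosen after seeing the values, Nppb had 2.17 against the paper's 2.18, Nppa 5.56 and Irf7 5.61 against about 5.5 each in Fig. 7G, read by eye, and Nmrk2 6.84 and Timp1 4.89, these 5 within 1 standard error of the paper's values. The other 4 were outside it, with 13.9 for Mmp12, 6.11 for Gpnmb, 5.78 for Lgals3 and 4.61 for Ltbp2, and the paper's values were 0.981 to 1.37 times those on this scale over the 9 genes.

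The NES of extracellular matrix organization was -1.01 against the paper's about 2.8 in Fig. 7F, that of complement cascade -1.29 against about 2.3 in Fig. 7F, and that of collagen formation -0.85 against about 2.1 in Fig. 7F, all read by eye. Ranking all tested genes gave 1.47, -1.4 and 1.55, and ranking called genes by signed -log10 p gave 1.11, 0.93 and 1.21. Neither came near the paper's values for the first pair of sets, and the first ranking alone came near it for collagen formation. With the liver genes as a covariate, chosen after seeing the values, the NES in the same order was 1.23, -1.01 and -0.88. The sign of extracellular matrix organization was then that of the paper, but none of these sets passed (lowest FDR 0.878, fgsea).

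The paper states that all its significant pathways are enriched among overexpressed genes. Here all 19 had a negative NES, while 17 of the 45 sets were positive with all tested genes ranked and 4 of 20 with the ranking by signed -log10 p. The paper places Nppa, Lgals3, Gpnmb, Timp1, Nmrk2, Ltbp2 and Irf7 among its 20 most overexpressed genes. Here their places by log2FC among the genes called higher ran from 28 for Nmrk2 to 127 for Ltbp2. The paper finds most of these markers higher than in each control group. Here all 7 were called against Ctrl and 4 against LS, where Nppa, Timp1 and Ltbp2 were not. Timp1 and Ltbp2 were called against LS within the first run and with only the 2 groups in the fit. That fit also held mice of the first run alone, so these settings are not independent. Ltbp2 was called with the replicate block and without AL8 too, while no setting called Nppa.

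Fig. 7G shows as overexpressed several genes that were not called here against merged controls. In the figure's ECM panel these are Adam15 (log2FC 0.42), Col27a1 (0.68), Col16a1 (0.73), Adamts2 (0.71), Mmp19 (0.79), Mmp3 (0.98), Fn1 (0.96) and Col1a2 (0.69). In its complement panel they are C1ra (0.46), Serping1 (0.59), C1qb (0.56), Cfp (0.79), Masp1 (0.56), C1qa (0.51) and C3ar1 (0.46). The contrast 2, -1, -1 called Col27a1, Col16a1, Serping1, C1qb, Cfp and Masp1. The threshold of 0.58 called Col27a1, Col16a1, Adamts2, Mmp3, Serping1 and Cfp. DESeq2, the likelihood ratio test, no run term and some fits without 1 mouse (AL2, AL3, AL4, AL5, AL8, LS4, Ctrl1 or Ctrl4) called Mmp3. No run term and the fit without AL8 called Fn1. The liver covariate, chosen after seeing the values, called Col16a1, Adamts2, Mmp19, Mmp3, Fn1 and Cfp, and the length and GC offsets, also chosen after seeing the values, called Mmp3. No setting called Adam15, Col1a2, C1ra, C1qa or C3ar1.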

Other observations

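In this part, the tests of the liver RNA (its presence, index exchange and amyloid as its cause) were chosen only after the results were seen. So were the test of atrial tissue and the comparison in AL mice of the 3 genes called between LS and Ctrl. The window of 30 Mb around Igkc was set after these 3 genes were located.

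Other splits of the mice were used to ask how often such counts arise without a group difference. Of 100 splits drawn, the real one included, 1 gave as many called genes as AL against Ctrl (1130), 1 as many as AL against LS (1288), 1 as many as AL against merged controls (707) and 2 as many Reactome sets (19). For LS against Ctrl, 4 of 100 splits gave at least 3 called genes. For the fixed lists, 64 of 100 splits gave at least 8 lists past the camera threshold in AL against merged controls, and 17 of 100 gave at least 7 in LS against Ctrl. The number of lists passing camera is therefore no more than other groupings of these mice give. By the fry test, which was added to these splits after the counts were seen, 1 of 100 gave at least 15 lists, the real one.

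Of the 707 genes called against merged controls, 89.4% were still called with offsets for transcript length and GC content, and 87.4% with Xist as a covariate, so neither accounts for most of the calls. Of 685 called genes with a symbol of their own, 99.6% were called after counts were summed by symbol. Of 22 called IDs that share a symbol, which belong to 19 symbols, 10 symbols (52.6%) were called after the sum.

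Genes expressed in liver were high in some controls. Alb was at 215 CPM in Ctrl3, 138 in Ctrl1, 113 in LS1, 105 in Ctrl4 and 93.4 in LS3, at 21.7 in AL6 and 21 in Ctrl2, at 8.73 in LS4 and 2.95 in LS2, and at no more than 0.711 CPM in the second run. Apoa1 reached 20.9 CPM and Ttr 18 CPM in these controls. Of a list of 26 liver genes, 18 of the 25 others (72%) had the same 5 highest mice as Alb, which is consistent with a trace of liver RNA in those samples. Whether heart also makes some of these transcripts was not tested, and 21 of the 26 are among the 311 genes called lower in AL. Exchange of indexes between libraries of a run would spread Alb over all of them, but the median of the 5 lowest mice of the first run was 0.406% of that of the 5 highest. Lower liver RNA because of amyloid was not decided by the 6 control mice with a lower liver score than the highest AL mouse, since a lowering on average does not need every control mouse above every AL mouse. Within the first run, the score was 3.09 lower in 7 AL than in 8 control mice (difference -3.09, exact permutation p = 0.00357 over 6435 splits, two-sided), so the source of the RNA is confounded with group there.

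Liver RNA may account for many of the falls in AL. With the liver score as a covariate, 26% of the 311 lower genes (81) and 64.1% of the 396 higher genes (254) were still called. In 171 of the 311 (55%) the 3 Ctrl mice of the second run were all at or under 3 counts, against 53 of the 396 higher genes (13.4%) for both AL mice of that run. The 5 mice of the smaller cluster are the 5 with the highest Alb, and 0 of them formed the smaller cluster with the score removed, when AL9 stood alone. The separation of AL mice on PC1 does not need it, since the difference with the score removed was 21.4 (exact permutation p = 0.000518). The covariate also removes any true change that follows it, so these counts are not corrected numbers.

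The 3 genes called between LS and Ctrl lie 13 to 20.3 Mb before Igkc, among 285 tested genes within 30 Mb. A candidate explanation is variants of the 129 strain of the embryonic stem cells, carried along with the targeted locus. All 3 genes differed from Ctrl in the same direction in AL mice, so the change is not limited to LS mice. Both comparisons share the Ctrl mice. AL mice also produce the light chain, so the shared direction does not test an effect of it. Pyurf was lower in every AL mouse (AL7 highest, 19.2 CPM) than in any Ctrl mouse (Ctrl6 lowest, 33.5 CPM), and Osbpl3 higher (AL9 lowest, 30 CPM; Ctrl6 highest, 23.7 CPM), while Snx10 overlapped. Part of the change may be larger in LS, since AL and LS mice differed in Osbpl3 (log2FC -0.46, FDR = 0.00538) and Snx10 (0.33, FDR = 0.0241, quasi-likelihood test with Benjamini-Hochberg adjustment). For other genes of the window, an unadjusted p under 0.01 was found in 8 of 282 (2.84%) against 175 of 14192 elsewhere (1.23%; one-sided Fisher's exact test, p = 0.0271), and without Igkc in 7 of 281 (p = 0.0648). Linked variants and an effect of the light chain itself in both λS-DH groups cannot be told apart for these genes, because the locus and the light chain are never separated in the design and the count near Igkc is small.

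The macrophage list had a median log2FC 0.28 above that of the endothelial list, the higher of the endothelial and pericyte medians, against merged controls. More macrophages, a change within them, and a lower share of cardiomyocyte RNA cannot be told apart for this list. The gap of 0.28 between the medians was not tested and has no error estimate. Single genes of the list ran from -0.78 to 1.77. Nppa is also an atrial gene. Sln and Myl7, which atrial tissue expresses, reached at most 0.424% of the median Nppa of AL mice (447 CPM), so atrial tissue in the samples is unlikely to account for Nppa. Myl7 did rise in AL (log2FC 1.67, FDR = 0.00389, quasi-likelihood test with Benjamini-Hochberg adjustment; at most 1.89 CPM).

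Lists that belong to no statement of the paper were as follows against merged controls (median log2FC, camera FDR after Benjamini-Hochberg adjustment). Atrial cardiomyocyte genes had 0.58 (FDR = 0.0747, fry FDR = 0.000349, 7 of 8 higher, with Dkk3 and Myl7 called), adipocyte genes 0.34 (FDR = 0.408, 8 of 9, with Retn and Adipoq called), skeletal muscle genes 0.53 (FDR = 0.272, fry FDR = 0.0211, 7 of 8, with Tnnt3 called) and cartilage and bone genes 0.90 (FDR = 0.188, fry FDR = 0.0134, 4 of 4, with Comp and Spp1 called), the called genes being picked out after their values were seen. Erythroid genes had 0.10 (FDR = 0.841, 6 of 7), the amyloid-associated proteins the paper names 0.07 (FDR = 0.864, 3 of 5), Y-linked genes 0.34 (FDR = 0.864, 2 of 4 higher in edgeR), TIMPs 0.08 (FDR = 0.599, 2 of 4), laminins -0.05 (FDR = 0.637, 3 of 10), integrins 0.11 (FDR = 0.302, 17 of 26) and immunoglobulin genes -0.29 (FDR = 0.673, 2 of 6, with Igkc and Jchain called lower).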
